# Nicotinamide Mononucleotide Administration Triggers Macrophages Reprogramming and Alleviates Inflammation During Sepsis Induced by Experimental Peritonitis

**DOI:** 10.3389/fmolb.2022.895028

**Published:** 2022-06-27

**Authors:** Cécile Cros, Marielle Margier, Hélène Cannelle, Julie Charmetant, Nicolas Hulo, Laurent Laganier, Alessia Grozio, Matthias Canault

**Keywords:** sepsis, peritonitis, nicotinamide mononucleotide, nicotinamide adenine dinucleotide, monocyte, macrophage

## Abstract

Peritonitis and subsequent sepsis lead to high morbidity and mortality in response to uncontrolled systemic inflammation primarily mediated by macrophages. Nicotinamide adenine dinucleotide (NAD+) is an important regulator of oxidative stress and immunoinflammatory responses. However, the effects of NAD+ replenishment during inflammatory activation are still poorly defined. Hence, we investigated whether the administration of β-nicotinamide mononucleotide (β-NMN), a natural biosynthetic precursor of NAD+, could modulate the macrophage phenotype and thereby ameliorate the dysregulated inflammatory response during sepsis. For this purpose, C57BL6 mice were subjected to the cecal ligation and puncture (CLP) model to provoke sepsis or were injected with thioglycolate to induce sterile peritonitis with recruitment and differentiation of macrophages into the inflamed peritoneal cavity. β-NMN was administered for 4 days after CLP and for 3 days post thioglycolate treatment where peritoneal macrophages were subsequently analyzed. In the CLP model, administration of β-NMN decreased bacterial load in blood and reduced clinical signs of distress and mortality during sepsis. These results were supported by transcriptomic analysis of hearts and lungs 24 h post CLP-induction, which revealed that β-NMN downregulated genes controlling the immuno-inflammatory response and upregulated genes involved in bioenergetic metabolism, mitochondria, and autophagy. In the thioglycolate model, a significant increase in the proportion of CD206 macrophages, marker of anti-inflammatory M2 phenotype, was detected on peritoneal exudate macrophages from β-NMN-administered mice. Transcriptomic signature of these macrophages after bacterial stimulation confirmed that β-NMN administration limited the pro-inflammatory M1 phenotype and induced the expression of specific markers of M2 type macrophages. Furthermore, our data show that β-NMN treatment significantly impacts NAD + metabolism. This shift in the macrophage phenotype and metabolism was accompanied by a reduction in phagolysosome acidification and secretion of inflammatory mediators in macrophages from β-NMN-treated mice suggesting a reduced pro-inflammatory activation. In conclusion, administration of β-NMN prevented clinical deterioration and improved survival during sepsis. These effects relied on shifts in the metabolism of organs that face up an increased energy requirement caused by bacterial infection and in innate immunity response, including reprogramming of macrophages from a highly inflammatory phenotype to an anti-inflammatory/pro-resolving profile.

## 1 Introduction

The activation of innate and adaptive immune responses against infection is crucial for the clinical evolution of peritonitis and sepsis. These conditions are characterized by a massive release of pro-inflammatory mediators that lead to uncontrolled inflammation, vascular injury and disseminated intravascular coagulation, and ultimately multiple organ failure and death (Jarczak et al., 2021). The innate immune response to infection during peritonitis and sepsis sequentially involves neutrophils and macrophages. While neutrophils are the first defensive line against pathogens, macrophages play a central role in initiating, maintaining, and resolving inflammation through the expression of numerous cytokines and growth factors (Hwang et al., 2019; Wang et al., 2020; Jarczak et al., 2021; Liu et al., 2021).

Depending on specific environmental stimuli, macrophages can differentiate into a pro-inflammatory or an anti-inflammation/pro-resolving phenotype, named M1 and M2 macrophages, respectively (Hwang et al., 2019; Wang et al., 2020; Liu et al., 2021). Tissue levels of M1 macrophages rise significantly in the early stage of infection as their primary function is to phagocyte and kill bacteria (Wang et al., 2020) as well as secrete pro-inflammatory cytokines (e.g., IL-1β, IL-6, and TNF-α) (Hwang et al., 2019; Wang et al., 2020; Liu et al., 2021). M2 macrophages appear at later stages of the infection to control and resolve inflammation and repair tissues and are characterized by their ability to secrete transforming growth factor β (TGF-β), Arg-1, CD206, and IL-10 (Wang et al., 2020). Accordingly, the subtle equilibrium between the M1 and M2 phenotype is responsible for efficient toxin clearance while ensuring proper tissue repair (Hwang et al., 2019). However, it is important to keep in mind that such an M1/M2 classification is mostly an *in vitro* paradigm that does not necessarily reflect the macrophage heterogeneity observed *in vivo* (Bonnardel and Guilliams, 2018; Guilliams et al., 2018).

In recent years, it has been shown that the polarization of macrophages toward the M1 or M2 phenotypes is also characterized by different metabolic signatures. In M1 macrophages, a “break” in the tricarboxylic acid (TCA) cycle and a shift toward glycolysis was demonstrated, whereas M2 macrophages favor oxidative phosphorylation (OXPHOS). Indeed, lipopolysaccharide (LPS), a known inducer of septic shock, downregulates mitochondrial respiration and reduces mitochondrial DNA (mtDNA) cellular content and ATP production while increasing glycolysis (Dang and Leelahavanichkul, 2020).

Nicotinamide adenine dinucleotide (NAD+) is a redox coenzyme and a key cofactor for NAD+-dependent enzymes including sirtuins, poly-ADP-ribose polymerases (PARPs), and CD38/157 ectoenzymes, involved in cellular metabolism, stress resistance, DNA repair and longevity (Garrido and Djouder, 2017). Mounting evidence suggests that NAD+ levels decline with age at a systemic level and associates its depletion with several hallmarks of aging and pathophysiological conditions (Verdin, 2015; Yoshino et al., 2018; Lautrup et al., 2019). Therefore, augmentation of NAD+ levels with various forms of biosynthetic precursors is emerging as a potential strategy to counteract a wide range of age-associated pathophysiological conditions such as cancer, diabetes, neurodegeneration, and inflammation (Covarrubias et al., 2021).

In mammalian cells, NAD+ synthesis primarily relies on the salvage pathway, in which nicotinamide (NAM) is recycled into β-nicotinamide mononucleotide (β-NMN), via nicotinamide phosphoribosyl transferase (NAMPT), and β-NMN is directly converted into NAD+ by nicotinamide mononucleotide adenylyl transferases (NMNATs) (Verdin, 2015). Interestingly, NAD+ is decreased during sepsis (Liaudet et al., 2001; Kwon et al., 2011) suggesting that boosting NAD+ levels could potentially ameliorate the clinical evolution of peritonitis and sepsis.

Indeed, it was demonstrated that macrophages mostly rely on the NAM-salvage pathway to sustain intracellular NAD+ levels. In particular, M2 macrophage polarization requires higher NAD+ levels, and β-NMN administration was able to rescue the oxidative phosphorylation reduced by FK866, a selective NAMPT inhibitor, in M2 macrophages (Covarrubias et al., 2020).

The potential role of NAD+ and its precursors in the peritonitis- and sepsis-associated inflammation was recently proposed. β-NMN treatment was shown to suppress the pro-inflammatory cytokine production in LPS-induced inflammation by decreasing cyclooxygenase-2 (COX-2) expression and inhibiting prostaglandin E2 (PGE2) production in macrophages (Liu et al., 2021). Lastly, another precursor of the salvage NAD+ biosynthesis, nicotinamide riboside (NR), was shown to reduce oxidative stress, inflammation, and caspase-3 activity in heart and lung tissues in a mouse model of sepsis induced by feces-injection in the peritoneum (FIP) (Hong et al., 2018). Here, we demonstrate that β-NMN administration significantly improved the clinical deterioration and the survival in septic mice likely by attenuating the dysregulated inflammation through the reprogramming of macrophages toward an anti-inflammatory/pro-resolving phenotype.

## 2 Materials and Methods

### 2.1 Animals

For this study, 7- to 12-week-old male C57BL/6 mice were obtained from the Janvier Labs (Le-Genest-Saint Isle, France). The mice were group-housed in the barrier facility of Ambiotis SAS (Toulouse, France) with 12/12 h light/dark cycles and received a regular chow diet *ad libitum*. Experimental procedures were reviewed and approved by the Animal Care and Ethics Committee (Ethics Committee of the US 006/CREFRE; reference number: APAFIS#22923-2019112512267652). All animal experiments were conducted by Ambiotis SAS.

### 2.2 Nicotinamide Mononucleotide Preparation

The β-NMN powder was obtained from Seneque Distribution (St Priest, France) and was dissolved in saline (NaCl 0.9%, vehicle). The β-NMN solution was prepared fresh before each administration and provided by intraperitoneal (i.p.) injection at 185 mg/kg (mouse body weight). The β-NMN regimen injected into mice was chosen based on allometric extrapolation from a human dose of 900 mg/day for a 60-kg individual, which is within the range of doses repeatedly administered to humans without generating observable adverse effects (Liao et al., 2021). Thus, with a conversion factor of 12.3 between mice and humans (Nair and Jacob, 2016), 900 mg for a 60-kg individual corresponds to 900/60 × 12.3 = 184.5 mg/kg.

### 2.3 Cecal Ligation and Puncture Model

Experimental peritonitis was induced by cecal ligation and punction (CLP) as previously described (Hubbard et al., 2005). Briefly, a laparotomy was realized on anesthetized mice with 3% isoflurane (ISO-VET^®^ 100%, Osalia, Paris, France), to exteriorize the cecum. For the induction of peritonitis and mid-grade sepsis, the cecum was ligated between its base and distal pole and perforated twice with a 23-gauge needle allowing the release of fecal material from both the mesenteric and anti-mesenteric penetration holes to ensure potency. The intestine was relocated on the abdominal cavity and the peritoneum, fasciae, abdominal musculature, and skin were closed by applying simple sutures. Animals were resuscitated through subcutaneous injection of prewarmed saline (37°C; 5 ml per 100 g body weight). A sham group of control mice also underwent a laparotomy procedure without cecal ligation and puncture. Administration of β-NMN (185 mg/kg/day) and vehicle (saline, 0.9% NaCl) were performed immediately after surgery, followed by daily injections for up to 4 days before euthanasia and the last treatment was 24 h before sacrifices. In these experiments, the animals were randomly divided in the three groups (*n* = 10 for the sham group, *n* = 6 for the vehicle group, and *n* = 6 for the β-NMN group) for cohort 1 and 2 groups (*n* = 17 for the vehicle group and *n* = 17 for the β-NMN group) for cohort 2. For cohort 1, 24 h after surgery, blood was collected in EDTA tubes through the retro-orbital sinus and used for 1) NAD+ and 1-methyl-nicotinamide (1-MeNAM) dosages, 2) cytokine level quantifications, and 3) immunophenotyping of circulating cells. Mice were then euthanized, and tissues (heart and lung) were harvested and used for 1) NAD+ and 1-MeNAM dosages, 2) histology analysis, and 3) RNA-seq transcriptome profiling.

In vehicle- and β-NMN-treated mice of cohort 2, the survival rate was recorded over a 4-day period, every 12 h during the first 2 days after surgery, and then once per day until the euthanasia. Rectal temperature was monitored immediately after the surgery/resuscitation procedure every 2–4 h for 24 h. Clinical scores were measured once daily for 4 days. Bacterial load was measured in blood from animals of cohort 2 (vehicle and β-NMN groups), 24 h after surgery/resuscitation. The clinical score was adapted according to the murine sepsis score (MSS) (Shrum et al., 2014; Mai et al., 2018).

### 2.4 Thioglycolate-Induced Peritonitis Model

To induce sterile peritonitis, mice were injected i. p. with 1 ml of Brewer thioglycolate medium (TGC, 4% in distilled water; Sigma-Aldrich, Munich, Germany). Mice were then randomly assigned to β-NMN (*n* = 6) and vehicle (*n* = 6) groups and were injected i.p. once daily for 3 days, with β-NMN (185 mg/kg/day) or saline (0.9% NaCl, vehicle), respectively. The first dose was co-injected with TGC and the last one 24 h before euthanasia. On day 3 post TGC injection, mice were anesthetized (3% Isoflurane) and blood was collected in EDTA tubes through the retro-orbital sinus for NAD+ and 1-MeNAM level quantifications. Mice were then euthanized, and peritoneal lavage was performed with 2 ml of phosphate-buffered saline (PBS). Peritoneal exudates were then centrifuged (450 g for 5 min at room temperature), and supernatants were stored and used for the analysis of NAD+ and 1-MeNAM levels. Pelleted cells were either used in flow cytometry to determine their immunophenotyping or cultured and stimulated with *Escherichia coli* (*E. coli*) to 1) determine their phagocytosis ability, 2) assess their viability and cytokine secretions, and 3) determine their transcriptome profiling.

### 2.5 Quantification of Plasma Cytokine and Chemokine Levels

Thirty-two different cytokines and chemokines were quantified simultaneously in plasma derived from mice in cohort 1 of the CLP model using the Mouse Cytokine/Chemokine Array 32-plex from Eve Technologies Corp (Calgary, Canada) using the Bio-PlexTM 200 system (Bio-Rad Laboratories, Hercules, CA, United States ), and a Milliplex Mouse Cytokine/Chemokine kit (Millipore, St. Charles, MO, United States ) according to the manufacturer’s protocols.

### 2.6 Bacterial Load Analysis

Bacterial DNA was extracted from the blood sample derived from mice in cohort 1 of the CLP model using the Quick-DNA Micropep Kit (Zymo Research, Irvine, CA, United States) following the manufacturer’s instructions. The microbial load was then quantified by qPCR targeting the bacterial 16S rRNA gene using an Applied Biosystems™ StepOnePlus™ system (Thermo Fisher Scientific, Waltham, MA, United States ) using the 16S RNA specific primer pair Bac-16S-FW (TTA-AAC-TCA-AAG-GAA-TTG-ACG-G) and Bac-16S-RV (CTC-ACG-RCA-CGA-GCT-GAC-GAC) (Eurogentec, Liege, Belgium). Gene copy number was calculated automatically based on the standard curve of the primer system using Applied Biosystems™ StepOnePlus™ Software.

### 2.7 Histology Analysis

Histology analysis was performed at Sciempath Labo (Larcay, France). Heart and lung tissues derived from mice in cohort 1 of the CLP model were fixed in ethanol and paraffin-embedded according to Sciempath Labo technical procedures. For each organ, 4–5 μm thick sections were obtained using a Microtome Tissue Tek^®^ Accu-Cut^®^ SRM 200 (Sakura Finetek, Torrance, CA, United States ) then stained with hematoxylin and eosin (H&E). The complete digitization of the H&E-stained tissue sections was performed using a Hamamatsu Nanozoomer at ×20 magnification. Each section was examined by a trained histopathologist from Sciempath Labo in a double-blinded way.

### 2.8 Peritoneal Macrophage Phenotyping

Macrophages from peritoneal exudate derived from mice in the TGC model (0.5 × 10^6^ cells) were resuspended in FACS buffer (PBS supplemented with 0.5% bovine serum albumin and 0.1% NaN_3_) and were labeled with the antibody mixes from panel 1 (CD45-APC; F4/80-Viogreen; MHCII-Vioblue; LFA-1-PeVio770; CD64-PE; CD16/32-Viobright FITC) (Miltenyi Biotec, Bergisch Gladbach, Germany) and panel 2 (CD45-APC; F4/80-Viogreen; CD64-PE; MHCII-Vioblue; CD38-PeVio770; CD206-FITC) (Miltenyi Biotec, Bergisch Gladbach, Germany) for 20 min at 4°C. Cells were then washed with FACS buffer and the relative fluorescence intensities were determined using a MACSQuant Vyb cytometer equipped with FlowLogic software (Miltenyi Biotec, Bergisch Gladbach, Germany).

### 2.9 Peritoneal Macrophage Stimulation With *E. Coli*

#### 2.9.1 Phagocytosis Assay

Pelleted cells from peritoneal lavages derived from mice in the TGC model were plated (1 × 10^6^ cells) in Hanks’ balanced salt solution with calcium and magnesium (HBSS^+/+^) for 2 h at 37 °C, 5% CO_2_. Nonadherent cells were discarded, and adherent macrophages were cultured in the presence of *E. coli* (15 × 10^6^ bacteria; MOI of 1:15) previously labeled with pHrodo Red succinimidyl ester according to the manufacturer’s recommendations (Thermo Fisher Scientific, Waltham, MA, United States). Since the pHRodo dye fluoresces only when in the acidic environment of phagolysosomes, it allows the specific detection of engulfed bacteria. Phagocytosis ability of peritoneal macrophages was monitored at 30 min, 2-, and 4-h by flow cytometry (MACSQuant Vyb cytometer equipped with FlowLogic software).

#### 2.9.2 Cytokine Secretion and Cell Viability

Pelleted cells from peritoneal lavages derived from mice in the TGC model were seeded in 96-well plates (0.15 × 10^6^ cells/well) in HBSS^+/+^ and stimulated with 2.5 × 10^6^ *E. coli* XL 10 Gold (Agilent Technologies, Santa Clara, CA, United States) for 24 h, at 37 °C, 5% CO_2_. After 6 h, the HBSS^+/+^ medium was supplemented with 10% fetal bovine serum and 1% penicillin–streptomycin–neomycin. At 24 h, supernatants were collected, and concentrations of cytokines (IL-6, IL-10, IL-12p70, and TNF-α) were determined by flow cytometry (MACSQuant Vyb cytometer equipped with FlowLogic software) using a bead-based immunoassay (AimPlex Mouse 4-Plex Custom assay kit; CliniSciences, Nanterre, France) following the manufacturer’s instructions. The cellular viability was assessed by adding AlamarBlue^®^ (Invitrogen, Carlsbad, CA, United States ) directly to cells in a culture medium (1:10; v:v) for 2 h. The conversion of resazurin to resorufin resulting in a pronounced color change was measured as an indicator of cell death. The absorbance (600 nm) was measured using the Infinite^®^ F500 spectrometer (Tecan, Männedorf, Switzerland).

### 2.10 RNA-Seq Analysis

#### 2.10.1 Sample Preparation and Sequencing

In the CLP model, tissues (10 mg) derived from mice of cohort 1 were treated with 400 µL RNAlater™ solution (Thermo Fisher Scientific, Waltham, MA, United States). In the TGC model, cells from peritoneal lavage were plated at 0.5 × 10^6^ cells/well in HBSS^+/+^ and stimulated for 6 h at 37 °C, 5% CO_2_, with *E. coli* (7.5 × 10^6^ bacteria; MOI of 1:15). Supernatants were discarded and cells were treated with 100 µl of RNAlater™ solution. All samples were submitted to Genewiz (Leipzig, Germany). Sequencing was performed on an Illumina NovaSeq™ 6,000 platform after total RNA extraction, poly(A) selection, and library generation. Single-end 150 bp sequencing reads without adaptors were analyzed.

#### 2.10.2 RNA-Seq Data Analysis

Approximately 30 million paired-end reads of 150 bp per sample were obtained and the quality of reads was checked with the fastqc tool. Sequences were mapped against the Mouse Reference Genome (assembly Mm10, UCSC, Dec. 2011) with the STAR program (version 2.7.0) (Dobin et al., 2013), and count tables containing the number of mapped reads per gene were produced with featureCounts (version 2.0.0). Count tables were then imported into R to do the differential expression analysis with edgeR (version 3.32.1) (Robinson et al., 2010). Library sizes were adjusted with a scaling factor calculated using a trimmed mean of M-values (TMM) between each pair of samples. The common dispersion and tagwise dispersions were estimated with the estimateDisp function. After negative binomial glm fitting the quasi-likelihood (QL), F-test was applied for the testing procedure. The order differentially expressed gene lists obtained with this procedure were then used to do gene set enrichment analysis (GSEA) on the Reactome pathway database with clusterProfiler functions (version 3.18.1) (Wu et al., 2021).

#### 2.10.3 RNA-Seq Data Visualization

Genes of interest were visualized with heatmap either generated with ggplot2 (version 3.3.5) or with ComplexHeatmap (version 2.6.2) when genes and samples were clustered. Pathways significantly enriched (q-value<0.02) were visualized with ggplot2 scripts. Redundant pathways and pathways irrelevant to a given tissue were removed.

### 2.11 Ultra-High Performance Liquid Chromatography Analysis

NAD+ and 1-MeNAM levels were measured from 1) blood (from cohort 1 of the CLP model and TGC model), 2) peritoneal fluid (from the TGC model), and 3) heart and lung from mice in cohort 1 of the CLP model. Samples were preliminarily acidified at a ratio of 1:4 (v:v; 0.5 N perchloric acid) for blood or peritoneal fluid and 10 mg of tissues in 400 µl perchloric acid (0.1 N). The latest was crushed prior to further analysis, using a Precellys Evolution Homogenizer equipped with a Cryolys Evolution cooling module (Bertin Instruments, Rockville, MD, United States).

All samples were then centrifugated at 12,000 g for 15 min. One hundred microliters of supernatant were added to 100 µl of 0.01% Difluoroacetic Acid (DFA) and the mixture was filtered at 0.22 μm on a MultiScreen HTS GV Filter Plate (EMD Millipore, Billerica, MA, United States). A volume of 5 µl was used for Ultra-High-Performance Liquid Chromatography (UHPLC) analysis. NAD+ and 1-MeNAM were separated using an Acquity HSS T3 column (15 cm × 2.2 mm x 1.8 μm) kept at a constant temperature (30°C). Mobil phase A consisted of 0.01% DFA and mobile phase B was 100% acetonitrile. The following linear gradient was run for 11 min at a flow rate of 0.45 ml/min: 0–1 min 100% A, 2.5 min 97.5% A, 7 min 5% A, 8.1 min 100% B. Standard curves were prepared in perchloric acid and samples were kept at 5°C in the autosampler tray prior injection. The Waters^®^ Acquity UPLC system was composed of a quaternary Solvent Manager (H-Class), FTN Sample Manager, and PDA eλ detector. NAD+ and 1-MeNAM were measured at 266 nm using the photodiode array detector and identified by retention time coincident with authentic standard (1.04 min for 1-MeNAM and 3.6 min for NAD+). Compound quantification was performed using Empower3^®^ software comparing peak area with external calibration curves. For the tissues, quantification was normalized to protein contents in homogenates using the Pierce BCA protein assay kit (Thermo Fisher Scientific, Waltham, MA, United States).

### 2.12 Statistical Analysis

Data shown are presented as mean values ± standard error of the mean. Outlier identification and statistical analyses were performed using GraphPad Prism software, version 9.3.0 (GraphPad Software Inc., San Diego, CA, United States). Differences between more than two groups of unpaired data were tested by parametric one-way ANOVA followed by Dunnett’s *post hoc* test, two-way ANOVA with Tukey correction, or nonparametric Kruskal–Wallis test followed by Dunnett’s *post hoc* test. Differences between only two groups of unpaired data were tested by the parametric *t*-test or the nonparametric Mann–Whitney test. The Mantel–Cox log rank test was performed to compare the survival of the different groups. Values of *p* < 0.05 were considered significant. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

## 3 Results

### 3.1 Treatment With β-NMN Prevents Mortality and Alleviates Clinical Manifestations During Sepsis

The CLP-induced peritonitis and septic shock model was specifically calibrated to reach 50% mortality between 36 and 48 h post induction in vehicle-treated animals. Survival was compared between β-NMN- and vehicle-treated animals over 4 days. A log-rank test analysis of the survival curves showed that the survival rate of the β-NMN-treated mice was significantly higher than that of the vehicle-treated group (Figure 1A). The median survival time calculated for the vehicle-treated group was 48 h with a survival rate of 12% after 4 days. On the other hand, survival time cannot be defined for the β-NMN-treated animals as their survival rate of 51% at day 4 post-CLP does not allow its determination (data not shown).

**FIGURE 1:**
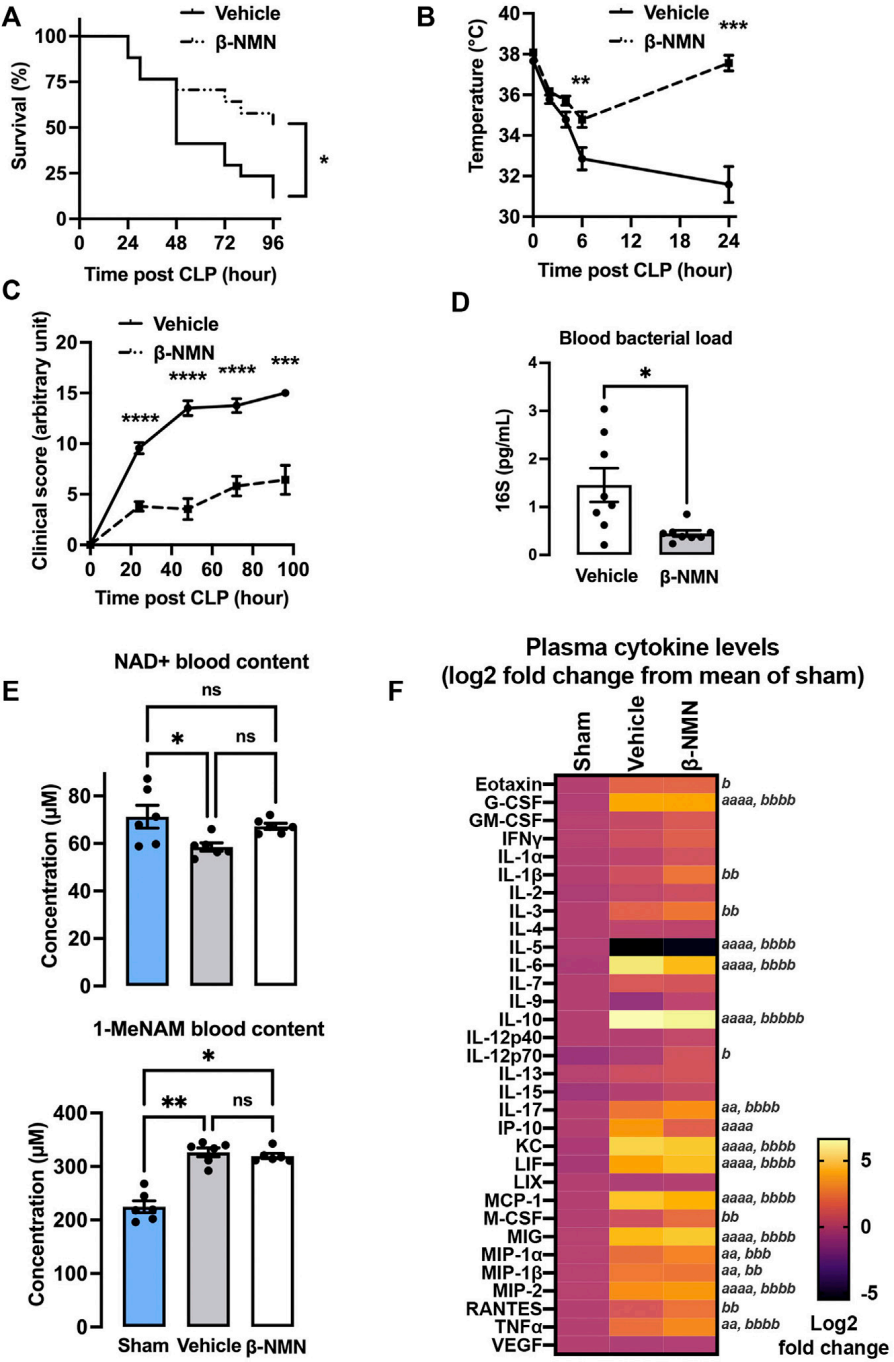
Survival, clinical, and biological parameters in the CLP-induced septic mouse model. Saline (0.9% NaCl; vehicle) or β-NMN at 185 mg/kg was immediately administered after CLP and every day for 4 days. **(A)** Survival was recorded every 12 h for the first 2 days and then once per day. Data are representative of two independent experiments and are mean ± SEM; n = 17 for each group; *p < 0.05 vs. vehicle. **(B)** Rectal temperature was monitored every 2-4 h for 1 day. Data are representative of two independent experiments and are mean ± SEM; n = 16 for each group; **p < 0.01; ***p < 0.001 vs. vehicle. **(C)** Clinical score was monitored once per day for 4 days and adapted according to the MSS score. Data are representative of two independent experiments and are mean ± SEM; n = 12–17 for each group; ***p < 0.001; ****p < 0.0001 vs. vehicle. **(D)** Blood of vehicle and β-NMN mice were collected 24 h post CLP, and bacterial DNA (16S) was extracted and quantified by qPCR. Data are mean ± SEM; n = 8 for each group; *p < 0.05 vs. vehicle. **(E)** Blood from sham, vehicle, and β-NMN mice were collected and acidified 24 h post CLP and NAD+, and 1-MeNAM were dosed by UHPLC. Data are means ± SEM; n = 6 for each group; ns = non-significant; *p < 0.05; **p < 0.001versus vehicle. **(F)** Heatmap of 32 inflammatory mediators. Plasma from the sham, vehicle, and β-NMN mice was collected 24 h post CLP, and 32 inflammatory mediators (cytokines, chemokines, and growth factors) were quantified using a Mouse Cytokine/Chemokine Array 32-plex assay. Data were transformed on Log 2-fold-change from the mean relative to the sham group and were displayed as a heatmap. n = 4-6 for each group; *a p* < 0.05; *aa p* < 0.01; *aaaa p* < 0.0001 vehicle vs. sham; *b p* < 0.05; *bb p* < 0.01; *bbb p* < 0.001; *bbbb p* < 0.0001 β-NMN vs. sham. Note: there is no significant difference between vehicle and β-NMN groups. G-CSF = granulocyte-colony stimulating factor; GM-CSF = granulocyte-macrophage colony-stimulating factor; IFN-γ = interferon gamma; IL = interleukin; IP-10 = interferon gamma-induced protein 10; KC = keratinocyte-derived chemokine; LIF = leukemia inhibitory factor; LIX = lipopolysaccharide-induced CXC chemokine; MCP = monocyte chemoattractant protein; M-CSF = macrophage colony-stimulating factor; MIG = monokine-induced by gamma interferon; MIP = macrophage inflammatory protein; RANTES = regulated on activation normal T cell expressed and secreted; TNF-α = tumor necrosis factor alpha; VEGF = vascular endothelial growth factor.

As expected, a significant decrease in body temperature was noticed in vehicle-treated mice as early as 2 h after surgery and peaked 24 h after CLP with a maximum drop of -6.07 ± 0.85 °C as compared to the basal presurgery temperature. β-NMN treatment alleviated temperature loss 6 h post-surgery and 24 h after induction of CLP. At 24 hours, the body temperature of β-NMN treated mice returned to the basal level, before surgery, and was significantly different compared to vehicle group (Figure 1B). Clinical parameters were then evaluated using the MSS score which is the average of scores given between 0 (normal) and 3 (severe changes from normal) for seven components including animal appearance, level of consciousness, spontaneous activity, response to stimulus, spontaneous eye-opening, and respiration quality. The clinical scores of β-NMN-treated animals remained significantly lower than those measured in the vehicle group all over the post-surgery observation period (Figure 1C).

### 3.2 β-NMN Treatment Decreases Bacterial Loads and Affects Plasma Cytokine Levels 24 h Post-CLP

Bacterial loads were evaluated in circulating blood, 24 h post-induction using bacterial DNA quantification by qPCR (Figure 1D). Blood bacterial loads were significantly lower in β-NMN- than vehicle-treated animals. In addition, β-NMN at 2 different concentrations (10 and 100 µM), only moderately reduced *in vitro* growth of 2 distinct bacterial strains (i.e., *E. coli* DH5α and methicillin-resistant *S. Aureus*) (Supplementary Figure S1), suggesting that the beneficial effects on survival and clinical parameters of β-NMN treatment are likely due to the stimulation of the host response to infection whereas the direct effect on bacterial growth. However, we did not notice any major differences in blood leukocyte counts (i.e., neutrophils, monocytes, B and T lymphocytes, NK cells, and dendritic cells) between β-NMN-treated and vehicle animals, 24 h after CLP (Supplementary Figure S2).

Circulating NAD+ levels were significantly reduced 24 h after induction of CLP and this significance is lost after administration of β-NMN. Interestingly, levels of circulating 1-MeNAM were significantly increased in the blood of animals that have undergone CLP regardless of the treatment they received (Figure 1E), suggesting that one administration of β-NMN was able to partially sustain the intracellular NAD+ level during the increased NAD+ -turnover induced by CLP.

The concentrations of 32 inflammatory mediators (cytokines, chemokines, and growth factors) were analyzed in the plasma of sham, vehicle- and β-NMN-treated mice, 24 h post-CLP. CLP induced significant increases or trends toward increases in the secretion of 13 inflammatory mediators (i.e., G-CSF, IL-6, IL-10, IL-17, CXCL-10 (IP-10), KC, LIF, MCP-1, MIG, MIP1-α and -β, MIP2, and TNF-α), whereas IL-5 levels were markedly decreased in mice subjected to CLP (vehicle and β-NMN vs. sham). Remarkably, even if not statistically significant, CXCL10 (IP-10) and IL-6 levels tend to decrease upon β-NMN treatment as compared to vehicle-treated animals (Figure 1F)

### 3.3 β-NMN Treatment Affects Early Transcriptomic Signatures in Heart and Lungs From Mice Subjected to CLP

Sepsis induces multi-organ failure leading to patients’ death, which is caused by the dysregulated host response to infection (Singer et al., 2016). We therefore investigated whether the beneficial effects of β-NMN treatment on mortality and clinical signs associated with septic shock might be due, at least in part, to the protective effects of β-NMN on vital organs. Thus, we performed gene expression profiling in the hearts and lungs collected 24 h after polymicrobial sepsis induction, in vehicle and β-NMN groups of animals (Figure 2). These organs were chosen as they are more frequently affected by sepsis, and their degree of dysfunction correlates with patients’ fate (Caraballo and Jaimes, 2019).

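RNA was sequenced from the hearts and lungs of 3 vehicle-treated and 3 β-NMN-treated mice, with both organs taken from the same animals. The labels give the number 3 to a pair of β-NMN hearts, and the one from the mouse whose lung is number 2 was taken as replicate 2. The source labels of these samples name thioglycollate peritonitis, whereas the titles, the tissues and the paper give CLP. β-NMN had been injected intraperitoneally at 185 mg/kg. The deposited table holds the number of reads counted on each of 54658 gene symbols in each sample, without normalization. According to the methods, poly(A)-selected RNA was sequenced, reads were mapped to mm10 with STAR and counted per gene with featureCounts. The methods give about 30 M reads of 150 bp per sample, described as single-end in one place and as paired-end in another. In hearts, the total counts per sample in the table ranged from 36308516 to 66607729 in vehicle mice (median 43288768) and from 27319513 to 68523239 in β-NMN mice (median 57096654). In lungs, they ranged from 8915366 to 28356786 in vehicle mice (median 23025813) and from 16654852 to 25048980 in β-NMN mice (median 23830676). The lowest total belonged to the lung of vehicle replicate 2. From these counts, each organ was compared between treatments with edgeR's quasi-likelihood test after filtering low counts and normalizing with TMM, and p-values were adjusted by the Benjamini-Hochberg method. All fold changes are β-NMN over vehicle, and CPM values are scaled by the TMM-normalized library size. The biological coefficient of variation between mice was 0.293 in hearts and 0.437 in lungs. The choices that could change the numbers are the test, the low-count filter, which the paper's text does not name, the scaling and the 3 mice per group. An exact two-sided permutation test of 3 mice against 3 cannot give a p below 0.1. Gene positions are those of GENCODE M21 on GRCm38. Whether the counting used the strand of the reads is not given in the sources used here, so reads of overlapping or closely related genes could not be told apart.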

**FIGURE 2:**
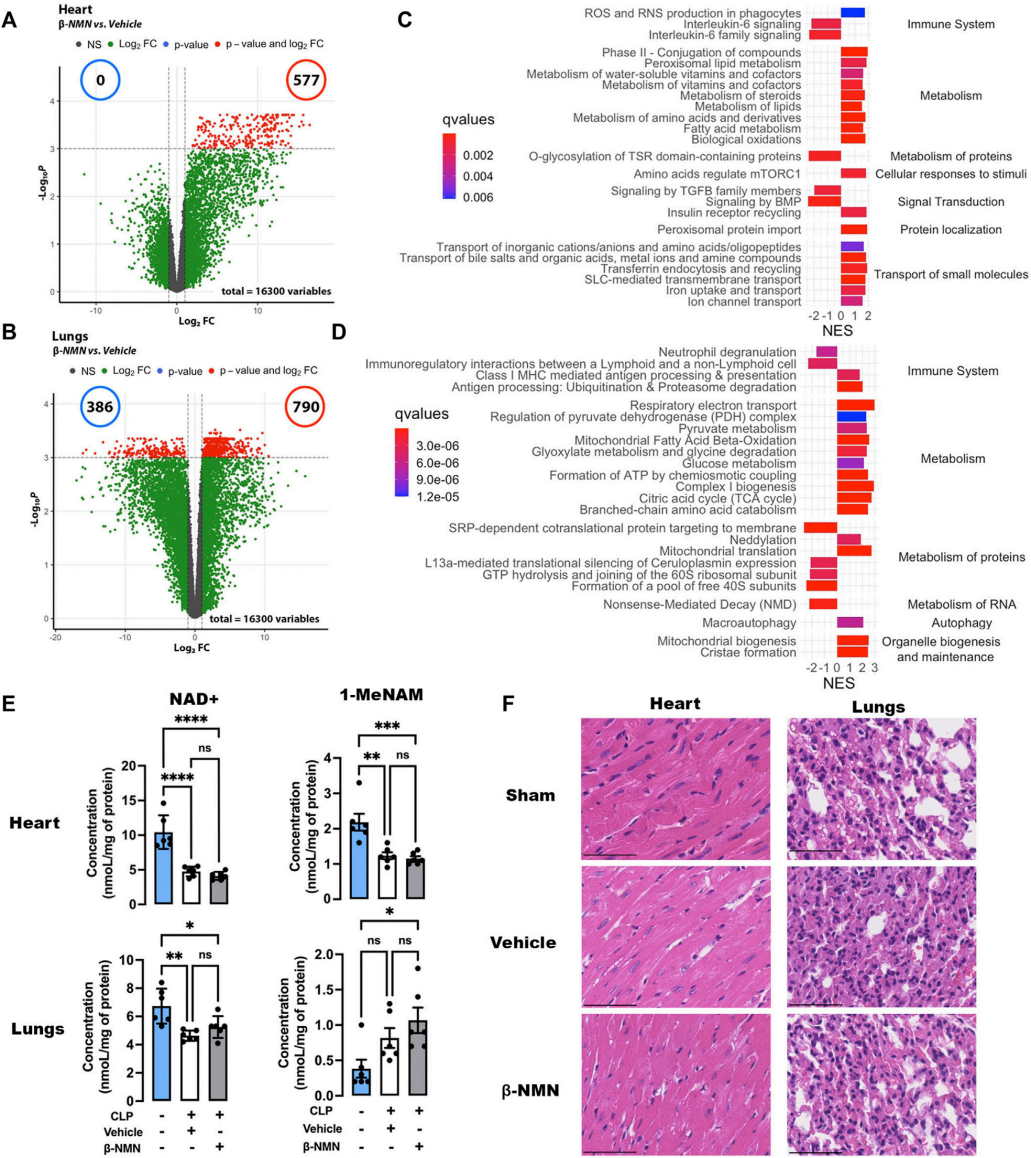
Transcriptomic signatures, NAD+ and 1-MeNAM contents, and histology analysis of the heart and lungs of mice subjected to CLP. Hearts and lungs from vehicle and β-NMN mice were collected 24 h post CLP. **(A,B)** Volcano plots of the differentially expressed genes in the hearts **(A)** and lungs **(B)**. Volcano plots display log2-transformed fold-changes (*x*-axis) vs. -log10 *p*-value (*y*-axis). The red dots represent the gene having fold-changes>2.0 and adjusted *p*-values<0.05 between the two groups. *n* = 3 for each group. **(C,D)** Enrichment plot of differentially expressed Reactome pathways in the hearts **(C)** and lungs **(D)**. Normalized enrichment score (NES) reflects the up- (NES>0) and down- (NES<0)expressed pathways, and gradient color reflects the adjusted *p*-values<0.01; *n* = 3 for each group. **(E)** NAD+ and 1-MeNAM contents of hearts and lungs. Data are means ± SEM; *n* = 6 for each group; ns = non-significant; *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. **(F)** Representative H&E section (x20) of the hearts and lungs from the sham, vehicle**,** and β-NMN mice. There was no histopathological finding in any of the heart and lung sections examined. n = 3 for each group.

Pairwise comparison between mice treated with vehicle or β-NMN identified 1,157, and 1,968 deferentially expressed genes (adjusted *p*-value<0.05) in heart and lung samples, respectively, 24 h after CLP induction (Figures 2A,B).

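Over 16245 genes tested in hearts and 17008 in lungs, edgeR's quasi-likelihood test placed 0 genes at an adjusted p below 0.05 in either organ. The smallest adjusted p was 0.115 in hearts and 0.969 in lungs. At an unadjusted p below 0.05, 1837 genes were counted in hearts and 301 in lungs. Replacing the test with DESeq2 moved the counts most, to 283 genes in hearts (43 higher and 240 lower) and to 9 genes in lungs (1 higher and 8 lower). The limma-voom test with quality weights gave 3 genes in hearts and 7 in lungs, and the other alternatives that kept all 6 samples gave 0 genes except in hearts without the low-count filter, where 3 passed. Counts were simulated with the depth of these samples and with a spread per gene that was the same in all libraries. There, the quasi-likelihood test found 70.5% of 200 planted changes of 2 on the log2 scale in hearts and 4.5% in lungs. DESeq2 found 84.5% and 69% of them, with 49 and 68 false calls. In simulated counts without any planted change, DESeq2 made 26 calls in hearts and 31 in lungs. In the data, the libraries of vehicle replicate 2 deviated far more than the others. The simulation did not copy this, so its rates may not hold for these samples. The groups did not overlap at 3752 heart genes (23.1%) and at 1397 lung genes (8.21%), where chance gives 10%. The heart genes with the smallest p were H19 (chromosome 7, 142575529 to 142578143), Fam122b (chromosome X, 53243415 to 53269805) and Tnfaip6 (chromosome 2, 52038009 to 52056686). H19 had 50.3 ± 7.45 CPM (SD, n = 3) in vehicle hearts and 14.2 ± 1.45 (SD, n = 3) in β-NMN hearts. Its log2 fold change was −1.82 (standard error 0.15), with an exact two-sided permutation p of 0.1, the smallest that the design allows. Fam122b had a log2 fold change of −1.75, and both genes had an adjusted p of 0.115. Tnfaip6 was lower as well, with an adjusted p of 0.435. Without vehicle replicate 2, H19 and Fam122b reached an adjusted p of 0.0168, while the smallest adjusted p of any gene was between 0.0556 and 0.75 without each other heart. In lungs, the smallest p belonged to AU040972 (log2 fold change −1.77), A2ml1 (−2.36) and Muc5b (−3.10). Muc5b, on chromosome 7 from 141839070 to 141873084, had 397 ± 271 CPM in vehicle lungs and 46.2 ± 20.8 in β-NMN lungs (SD, n = 3 each). DESeq2 gave these 3 lung genes adjusted p of 3.05e-06, 0.000107 and 0.00172. The libraries of vehicle replicate 2 lay far from the others in both organs. The log2 difference of each library from the mean of the others had an SD across genes of 0.77 for this heart and 1.23 for this lung, against 0.23 to 0.34 and 0.31 to 0.47 for the rest.

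**Figure D1:**
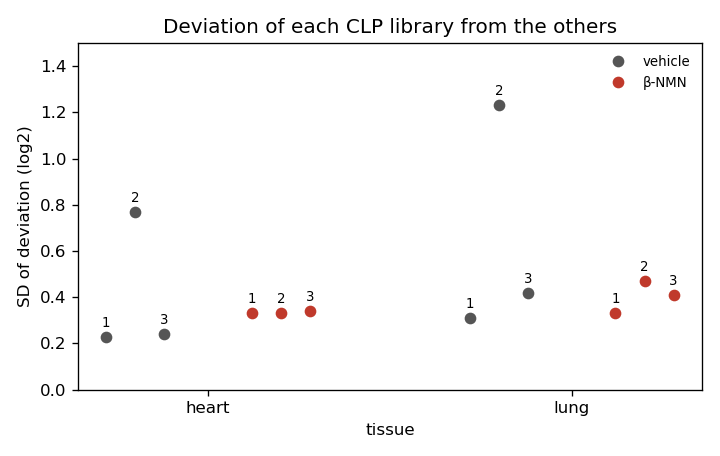
SD across genes of the log2 difference between each CLP library and the mean of the other 5 libraries of its organ, plotted by organ for vehicle (grey) and β-NMN (red) mice and numbered by replicate. Vehicle replicate 2 sits at 0.77 in hearts and at 1.23 in lungs, above every other library.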

Then, we performed gene set enrichment analysis (GSEA) using the Reactome database. This allowed us to highlight changes and alterations specific to one organ, but also those common to both organs upon treatment with β-NMN during the initial phase of the development of polymicrobial sepsis. 

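Genes were ranked by the square root of the quasi-likelihood F statistic with the sign of the fold change, and enrichment was computed with fgsea on the mouse Reactome sets distributed with that package, limited to sets of 10 to 500 tested genes. In hearts, 109 of 880 sets passed an adjusted p of 0.05, of which 59 were higher and 50 lower with β-NMN. In lungs, 146 of 886 sets passed, of which 16 were higher and 130 lower. Other ways of dividing the same 6 hearts into groups of 3 also gave passing sets, and 4 of all 10 divisions gave as many as the treatment did. The same held for 4 of the 10 divisions of the lungs, with up to 245 sets. These enrichment tests treat genes as independent. The rotation test fry, which keeps the correlation between genes, was run on the same sets.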

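Of the 34 heart and 64 lung pathways of Table S1, 23 and 46 were matched by name to the Reactome sets used here, and 17 and 41 of these had enough tested genes. The Reactome release behind Table S1 is not known here, so sets of the same name may hold other genes. In hearts, 9 of the 17 pathways had the sign given in Table S1, and 2 of these passed an adjusted p of 0.05, whereas 2 passed with the opposite sign. In lungs, 19 of the 41 had the sign of Table S1, and 10 of these passed, whereas 4 passed with the opposite sign. The enrichment values were correlated across pathways with those of Table S1 with a Pearson r of 0.49 in hearts and 0.29 in lungs. Without vehicle replicate 2, r was 0.5 in hearts and −0.24 in lungs. Without each of the other lungs in turn, r was between 0.23 and 0.39. Pathways share genes and are not independent replicates. By the directions given by camera, 14 of the 17 and 25 of the 41 had the sign of Table S1, as many as by fry. With fry, 0 heart pathways passed. In simulated lungs, whose spread was even across libraries, fry made 0 calls and missed a set of planted changes. Its lack of calls in lungs is therefore given no weight for or against the lung pathways. With vehicle replicate 2 left out, 1 heart pathway and 0 lung pathways passed with the sign of Table S1.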

Focusing on the top 24 impacted pathways, the analysis yielded 19 and 17 upregulated and 5 and 7 downregulated pathways in the heart and lungs, respectively (Figure 2C and 2D), the list of all impacted pathways can be consulted in the Supplementary Table S1. A common downregulation of pathways associated with the immune system emerges from the analysis of both organs, specifically, 2 out of 4 and 2 out of 3 pathways were downregulated in lungs and hearts, respectively. 

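The pathway of antigen processing and presentation by class I MHC had a normalized enrichment score of −2.07 in lungs (adjusted p = 2.94e-05 from fgsea, 98 genes), with 67 genes lower and 31 higher. This call did not hold without vehicle replicate 2 (adjusted p = 0.347) or β-NMN replicate 2 (0.127). Tap1, the member with the smallest p, lies on chromosome 17 from 34187553 to 34197225 and had 96.2 ± 14.0 CPM in vehicle lungs and 54.9 ± 10.1 in β-NMN lungs (SD, n = 3 each). Its log2 fold change of −0.81 had an adjusted p of 0.969 over all lung genes. A list of 13 genes of class I presentation showed no shift in lungs (median log2 fold change −0.03, camera adjusted p = 0.508) or in hearts (median 0.02, 0.634). Cytokine and chemokine genes were lower in both organs by the same test, which assumes a fixed correlation between genes. Their median log2 fold change was −0.99 over 53 genes in hearts (adjusted p = 5.87e-09) and −0.26 over 61 genes in lungs (0.022). Adjusted over the list alone, 20 of these genes were lower in hearts and 0 in lungs, and over all genes none was in either organ. Under fry, the call held in hearts (0.0461), but not without vehicle replicate 2 (0.0654). Without that mouse, the heart list still passed camera (5.54e-09), whereas the lung list did not (0.167). Interferon-response genes had a median log2 fold change of −0.54 in hearts and −0.60 in lungs.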

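The Reactome set of Interleukin-6 signaling, with 10 genes tested in hearts, had a normalized enrichment score of −2.12 (adjusted p = 0.00148 from fgsea), and 9 of its genes were lower with β-NMN. The set passed without each heart in turn, with adjusted p from 0.00132 to 0.0298. It also passed under camera (0.0483) and with both organs in one fit (0.00303), but not when genes were ranked by fold change (0.0519) or under fry (0.626). A list of 21 genes of the IL-6 family, its receptors and its signaling chain had a median log2 fold change of −0.71, with 16 genes lower and 5 higher (camera adjusted p = 0.00135, fry 0.0668). Adjusted over the list alone, 3 of its genes were lower, and none was over all genes tested. Il6, on chromosome 5 from 30013114 to 30019981, had 4.24 ± 3.30 CPM in vehicle hearts and 0.0639 ± 0.0276 in β-NMN hearts (SD, n = 3 each). Its log2 fold change was −5.92 (standard error 0.87), between −6.38 and −5.17 with each heart left out. All β-NMN hearts were below all vehicle hearts (exact two-sided permutation p = 0.1, the smallest possible), and the adjusted p was 0.435 by edgeR and 2.68e-09 by DESeq2. Counts in β-NMN hearts were few, so the size of this fold is uncertain. Of the 21 genes, 8 were lower and 1 was higher in all β-NMN hearts than in all vehicle hearts, where chance gives 10% in both directions together, and Lif and Socs3, named after their values were seen, were among the lower ones.

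**Figure D2:**
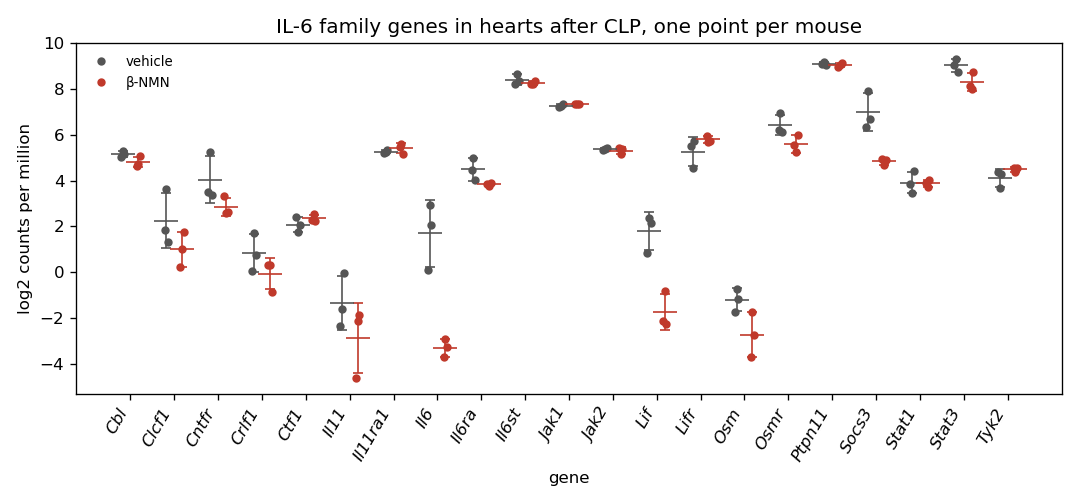
Log2 CPM of the 21 IL-6 family genes in each heart of vehicle (grey) and β-NMN (red) mice, with the mean and SD of the 3 mice per group. For 8 genes, Il6, Lif and Socs3 among them, all 3 β-NMN hearts lie below all 3 vehicle hearts, and 16 of the 21 genes are lower with β-NMN.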

In hearts, β-NMN treatment decreases the expression of IL-6-related signaling. 

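In lungs, 29 neutrophil granule and activation genes were tested as a list. Of these, 16 were lower and 13 higher with β-NMN, with a median log2 fold change of −0.02 (camera adjusted p = 0.648). Ltf, the member with the smallest p, lies on chromosome 9 from 111019271 to 111042767. It had 232 ± 84.8 CPM in vehicle lungs and 100.0 ± 38.3 in β-NMN lungs (SD, n = 3 each), and the groups overlapped (exact two-sided permutation p = 0.2). The set of immunoregulatory interactions between a lymphoid and a non-lymphoid cell had a normalized enrichment score of −1.01 (adjusted p = 0.736, 52 genes tested), with 28 genes lower and 24 higher. Its score was negative without each lung in turn, and its smallest adjusted p was then 0.159. Mill2, the member of this set with the smallest p, was higher with β-NMN by a log2 fold change of 0.79 (adjusted p = 0.969).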

In lungs, we found that β-NMN downregulated innate immune responses through pathways affecting neutrophil activation (neutrophil degranulation), and genes involved in the communication between innate and acquired systems (i.e., immunoregulatory interactions between a lymphoid and a nonlymphoid cell). Interestingly, pathways of antigen presenting through the MHCI class receptor (Class I MHC mediated antigen processing and presentation), and antigen processing are both upregulated (Antigen processing: Ubiquitination and Proteasome degradation)

Common features of both organs also include upregulation of pathways of cell metabolism (upregulated/total: 9/9 and 10/10 pathways in lungs and hearts, respectively). Indeed, the current definition of sepsis implies not only alterations in the mechanisms of inflammation and immune responses but also dysfunction in the metabolism of all macronutrients—carbohydrates, lipids, and proteins (Wasyluk and Zwolak, 2021).

In the lungs, the treatment with β-NMN positively impacted carbohydrates metabolism with up-regulation of the pathways involved in glucose metabolism, and the TCA cycle.

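The Reactome set of glucose metabolism had a normalized enrichment score of −1.01 in lungs (adjusted p = 0.704, 69 genes), with 38 genes higher and 31 lower. The citric acid cycle set had a score of −0.74 (adjusted p = 0.943, 18 genes), with 10 genes higher and 8 lower. The median log2 fold changes of both sets were above 0, at 0.03 and 0.07, so that the sign differed between the median and the score. Neither set passed without any of the lungs in turn. The score of the citric acid cycle was positive in 3 of these 6 fits and negative in the others. Lists of TCA cycle and glycolytic enzymes gave a median log2 fold change of 0.07 (camera adjusted p = 0.806) and 0.14 (0.648), although the mean over the glycolytic enzymes was 0. Suclg2 (chromosome 6, 95473009 to 95718800) had a log2 fold change of −0.23 and Got1 (chromosome 19, 43499752 to 43524605) of −0.66. Hk2 (chromosome 6, 82725025 to 82774454) had 122 ± 136 CPM in vehicle lungs and 45.3 ± 13.1 in β-NMN lungs (SD, n = 3 each). Hk2 had a log2 fold change of −1.43 over all lungs and 0.05 in the fit with the highest value among those that left out a lung.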

We observed that β-NMN treatment also led to an upregulation of pathways involved in lipid metabolism. In particular, the pathways regulating fatty acid metabolism are activated in both organs and a major impact of β-NMN on general lipid metabolism was noted in hearts (i.e., biological oxidations, fatty acid metabolism, metabolism of lipids, steroids, and peroxisomal lipids).

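In hearts, 18 of 19 genes of mitochondrial fatty acid β-oxidation were higher with β-NMN, with a median log2 fold change of 0.36 (camera adjusted p = 0.00123). Adjusted over the list alone, as over all genes, 0 of them passed, and the list was not called by fry (0.504). Without vehicle replicate 2, its camera adjusted p was 0.142. Cpt1a, on chromosome 19 from 3322334 to 3385733, went the other way, with 102 ± 51.0 CPM in vehicle hearts and 60.5 ± 9.12 in β-NMN hearts (SD, n = 3 each). The heart set of biological oxidations had a normalized enrichment score of −0.75 (adjusted p = 0.978, 101 genes) and that of peroxisomal lipid metabolism of 1.40 (0.328, 22 genes). The median log2 fold change of the first set was 0.02, opposite in sign to its score. The sign of its score changed in 2 of the 6 fits that left out a heart, and that of the second set changed to −0.77 without vehicle replicate 2. Ugdh and Far1, the members with the smallest p of each set, were lower by log2 fold changes of −1.35 and −0.37. In lungs, the β-oxidation set had a score of 1.22 (adjusted p = 0.413, 15 genes) and stayed positive without each lung in turn. The list of β-oxidation genes was level there, with 9 genes higher and 9 lower (median log2 fold change 0.01, mean −0.03, camera adjusted p = 0.951). Mmaa and Etfb, first by p among these genes, had log2 fold changes of 0.52 and −1.15.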

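The heart set of metabolism of amino acids and derivatives, with 158 genes, had a normalized enrichment score of 1.79 (adjusted p = 0.000581 from fgsea), with 111 genes higher and 47 lower with β-NMN. Without vehicle replicate 2 its adjusted p was 0.294, and without β-NMN replicate 1 it was 1. It passed under camera (0.0471) and with both organs in one fit (0.00107), but not under fry (0.64) or when ranked by fold change (0.0536). Bcat1, which encodes a branched-chain amino acid transaminase on chromosome 6 from 144993835 to 145076184, was lower, with 3.77 ± 2.75 CPM in vehicle hearts and 1.08 ± 0.199 in β-NMN hearts (SD, n = 3 each). In lungs, the set of branched-chain amino acid catabolism had a score of 1.71 (adjusted p = 0.123, 16 genes), with 10 genes higher, and its score was positive without each lung in turn and negative when genes were ranked by fold change (adjusted p = 0.922). Dbt, on chromosome 3 from 116513070 to 116549981, had 112 ± 147 CPM in vehicle lungs and 33.4 ± 13.1 in β-NMN lungs (SD, n = 3 each). The groups overlapped (exact two-sided permutation p = 0.7), and without 1 of the lungs the log2 fold change of Dbt was as high as 0.31. The set of O-glycosylation of TSR domain-containing proteins had fewer than 10 tested genes in hearts and was left out.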

In septic conditions, the early inflammatory phase is accompanied by an increased breakdown of protein stores (Michie, 1996), and this is paired with the shutdown of protein translation in organs (Hato et al., 2019). β-NMN administration appeared to increase the expression of genes involved in amino acid metabolism and catabolism in the heart and lungs (O-glycosylation of TSR domain-containing proteins, metabolism of amino acids and derivates, in the heart and branched chain amino acids catabolism in the lungs). However, in the lungs, a more complex regulation of protein metabolism was noted as we found an increase in the mitochondrial protein translation pathway but accompanied by a decrease in the expression of genes involved in translation initiation.

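In lungs, the set of mitochondrial translation had a normalized enrichment score of −1.34 (adjusted p = 0.217, 86 genes), with 48 genes lower and 38 higher. It turned positive without vehicle replicate 2 and without β-NMN replicate 2, and passed as lower without vehicle replicate 3 (0.0146) and without β-NMN replicate 1 (1.43e-05). The 77 mitochondrial ribosomal protein genes gave a median log2 fold change of −0.06 (camera adjusted p = 0.296). Translation initiation had a score of −1.98 (adjusted p = 4.97e-05, 120 genes) and the formation of a pool of free 40S subunits of −2.01 (4.16e-05, 102 genes). Without vehicle replicate 2, both scores turned positive, with adjusted p of 0.665 and 0.235. Without β-NMN replicate 2 they stayed negative, with 0.529 and 0.613. The 81 cytosolic ribosomal protein genes were lower by a median log2 fold change of −0.21 (camera adjusted p = 0.0275, and 0.202 with the opposite direction without vehicle replicate 2). Eif4a2, first by p in the initiation set, was higher in all β-NMN lungs, with 241 ± 6.96 CPM in vehicle lungs and 342 ± 28.1 in β-NMN lungs (SD, n = 3 each). It lies on chromosome 16 from 23107444 to 23114136. Such a separation was seen at 8.21% of lung genes, where chance gives 10%, and no lung gene had an adjusted p below 0.969 by edgeR. Mrpl11 had a log2 fold change of −0.99, Rpl3l of −0.82 and Eif3j2 of −2.91, all with an adjusted p of 0.969. Eif3j2 overlapped between groups, and without 1 of the lungs its log2 fold change was as high as 0.01.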

Sepsis-related energy production and metabolic disorders are thought to be caused by mitochondrial function alterations. Interestingly, β-NMN seems to have a positive effect on mitochondrial functions, markedly in the lungs where we observe an up-regulation of genes involved in mitochondrial dynamics, and biogenesis, which are essential mechanisms for maintaining mitochondria’s ability to slow sepsis damages.

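In lungs, the Reactome set of mitochondrial biogenesis had a normalized enrichment score of −1.07 (adjusted p = 0.64), with 11 of 21 genes higher and 10 lower and a median log2 fold change of 0.03. The respiratory electron transport set had a score of −1.93 (adjusted p = 0.00162, 64 genes), with 50 genes lower. The 78 nuclear genes of the respiratory complexes had a median log2 fold change of −0.23 (camera adjusted p = 0.00259). Without vehicle replicate 2, the list (0.702) and the electron transport set (0.478) turned positive and did not pass, and without β-NMN replicate 2 the set stayed negative (0.659). Ndufa2, on chromosome 18 from 36742332 to 36744557, had 314 ± 370 CPM in vehicle lungs and 112 ± 54.4 in β-NMN lungs (SD, n = 3 each, exact two-sided permutation p = 0.6). Cox7a1 had a log2 fold change of −1.32 and Ppargc1b of −2.18. Ppargc1b, a coactivator of mitochondrial biogenesis, reached a log2 fold change of 0.09 when 1 of the lungs was left out. In hearts, 76 of 80 respiratory chain genes and 71 of 77 mitochondrial ribosomal protein genes were higher (camera adjusted p = 3.68e-08 and 1.24e-06). These heart calls did not hold under fry (0.504 for each), and without vehicle replicate 2 the first had a camera adjusted p of 0.0593 and the second of 0.0151.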

Additionally, certain pathways are specifically altered in each organ. 

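The difference between the effects of β-NMN in hearts and in lungs was tested for each of 18318 genes with an interaction term over the 12 CLP libraries. By edgeR's quasi-likelihood test, 0 genes passed an adjusted p of 0.05, and 797 had an unadjusted p below 0.05. With the mouse as a block, 0 genes passed and 498 had an unadjusted p below 0.05. Dropping the low-count filter moved the count most, to 2 genes, Clca1 and Il33, which were named after their values were seen. In simulated counts, differences of 3 on the log2 scale were planted in hearts only, at genes expressed in hearts. The test found 77.5% of them. Both organs shared the spread of each gene there and no effect of the mouse was simulated. This share therefore does not show how many differences arising in lungs would be found.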

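Of the heart pathways of small molecule transport, SLC-mediated transmembrane transport had a normalized enrichment score of −1.70 (adjusted p = 0.00463), with 107 genes lower and 71 higher. It did not pass under camera (0.298) or fry (0.626), nor without vehicle replicate 2 (0.19) or β-NMN replicate 1 (0.0763). Iron uptake and transport had a score of −1.09 (adjusted p = 0.623), ion channel transport of −0.97 (0.78, median log2 fold change 0.02) and insulin receptor recycling of 0.71 (0.959). The members with the smallest p in these sets were Lcn2, Ttyh1 and Atp6v0e2, which were lower by log2 fold changes of −1.61, −0.94 and −1.11. BMP signaling had a score of −1.76 (adjusted p = 0.0564, 21 genes). It passed when genes were ranked by fold change (0.0342), when both organs were fitted together (0.00172), and without vehicle replicate 1 (0.0115) or β-NMN replicate 2 (0.00718). It did not pass under camera (0.0844) or fry (0.626), or without each of the other 4 hearts, with adjusted p up to 0.174. Nog, which encodes a BMP antagonist, had 1.24 ± 1.42 CPM in vehicle hearts and 0.202 ± 0.100 in β-NMN hearts (SD, n = 3 each).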

In hearts, β-NMN causes upregulation of pathways of cellular response to stimuli, transport of small molecule and protein localization (upregulated/total: 1/1, 6/6, and 1/1 pathways, respectively), and downregulated pathways associated with signal transduction (downregulated/total: 3/4 pathways). In the lungs, pathways of RNA metabolism are downregulated (downregulated/total: 1/1 pathway), whereas autophagy and organelle biogenesis are upregulated (upregulated/total: 1/1 and 2/2 pathways, respectively), upon β-NMN treatment.

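Nonsense-mediated decay had a normalized enrichment score of −1.94 in lungs (adjusted p = 9.67e-05, 113 genes), with 79 genes lower, among them Rpl3l. It turned positive without vehicle replicate 2 (adjusted p = 0.396) and did not pass without β-NMN replicate 2 (0.618). Gm11425, a processed pseudogene on chromosome 11 from 83027500 to 83027997, had the smallest p in the set, and its reads could belong to the parent gene. A list of 35 genes of autophagy and mitophagy had 25 genes higher and 10 lower in lungs, with a median log2 fold change of 0.10 (camera adjusted p = 0.618). Sqstm1, on chromosome 11 from 50199366 to 50210827, was lower in all β-NMN lungs, with 657 ± 68.0 CPM in vehicle and 513 ± 46.9 in β-NMN mice (SD, n = 3 each). The groups failed to overlap at 8.21% of lung genes, where chance gives 10%, and no lung gene had an adjusted p below 0.969 by edgeR.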

NAD+ and 1-MeNAM levels in the heart and NAD+ in the lungs were significantly reduced after CLP induction. Administration of β-NMN did not prevent these decreases. In contrast, 1-MeNAM levels in the lungs tended to increase after CLP induction. β-NMN treatment enhanced this increase to statistical significance (Figure 2E).

In parallel, the histological analysis failed to show obvious pathological changes and dysfunctions induced by CLP neither in vehicle-treated nor in β-NMN-treated animals as compared to sham-operated animals (Figure 2F), highlighting the early effects of β-NMN on gene expression profiles in these organs even before visible alterations in tissue organization and function.

Our data support a significant effect of a single administration of β-NMN on the early phases of the development of sepsis and organ alterations.

### 3.4 The Presence of β-NMN During the Development of Sterile Peritonitis Alters the Phenotype of Resident and Recruited Cells in the Peritoneum

We hypothesized that β-NMN may prevent the development and progression of peritonitis that triggers septic shock and multi-organ damage (Barrera et al., 2011). Thus, we evaluated the effect of β-NMN administration on TGC-elicited peritonitis which represents a suitable model to study inflammatory events characterized by inflammatory mediator production and leukocyte accumulation. Mice were injected once with TGC followed by daily injections of either β-NMN or vehicle for the next 3 days, after which blood was collected and peritoneal lavages were performed. Remarkably, β-NMN was able to significantly increase NAD+ and 1-MeNAM levels in blood and supernatants of peritoneal exudates as compared to vehicle administration (Figures 3A–D).

**FIGURE 3:**
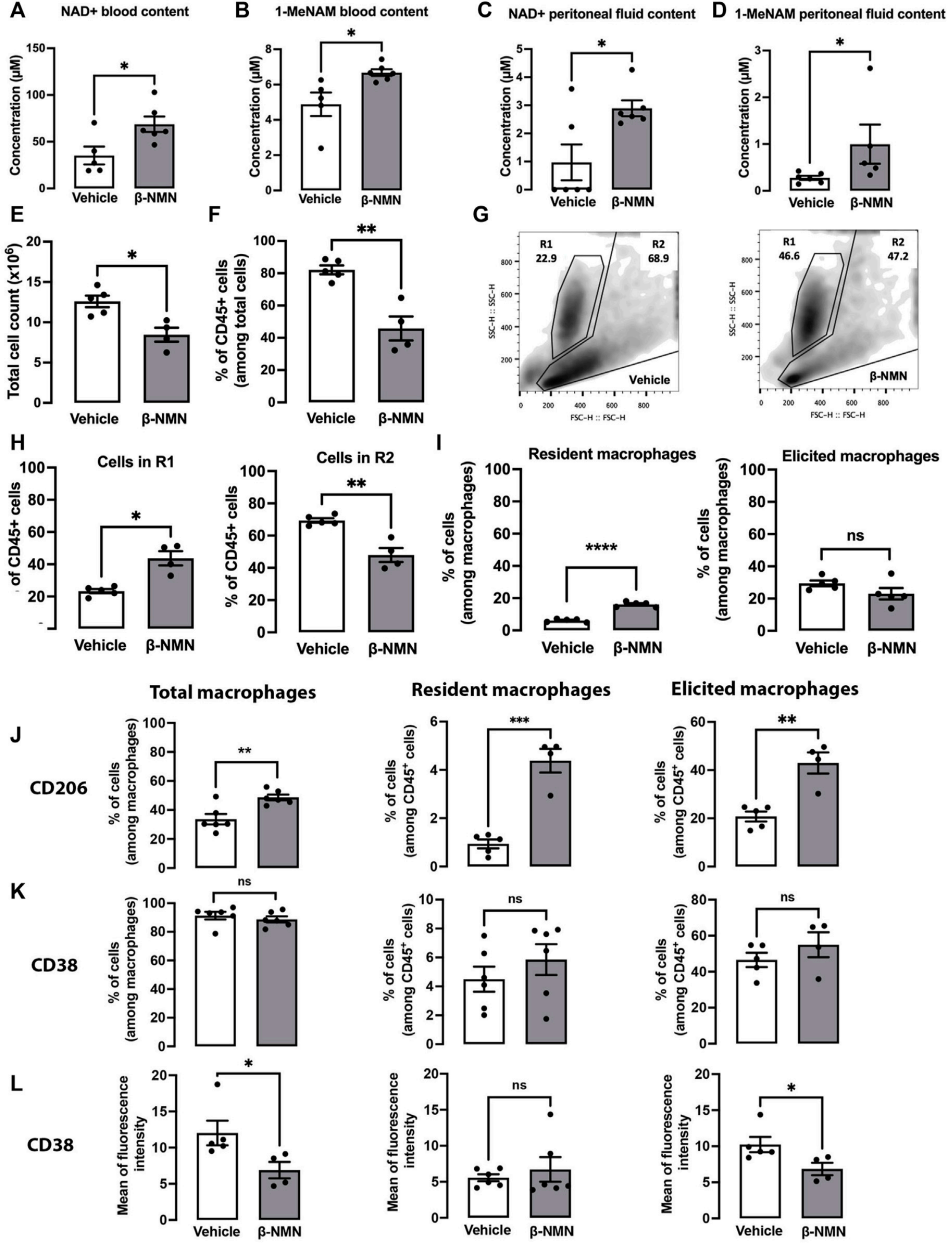
Phenotypic characterization of peritoneal cells from mice subjected to TGC-induced peritonitis treated or not with β-NMN 3 days post TGC administration, blood, and peritoneal exudates from vehicle and β-NMN mice were collected. NAD+ and 1-MeNAM were dosed by UHPLC, and the peritoneal cells were characterized by flow cytometry. **(A–D)** NAD+ and 1-MeNAM contents of blood **(A,B)** and peritoneal fluid **(C,D)** of mice. **(E)** Total cell count in the peritoneal extrudates of mice. **(F)** Proportion of CD45 ^+^ cells found in the peritoneal exudates. Data were expressed as a percentage of total cells. **(G)** Representative dot-blot of forward scatter (FS) versus side scatter (SS) of peritoneal cell populations (R1 and R2) from vehicle- (left panel) and β-NMN-treated (right panel) mice. **(H)** Proportion of total peritoneal cell population in the R1 and R2 gates. Data were expressed as % of CD45 ^+^ cells. **(I)** Proportion of resident and elicited macrophages present in the CD45 ^+^ cell population. Resident and elicited macrophages were discriminated based on: F4/80^+^CD16/32^+^CD64^lo^LFA1^lo^MHC-II^lo^; F4/80^+^CD16/32^+^CD64^hi^LFA1^hi^MHC-II^hi^, respectively. The proportion of different subsets of macrophages was expressed as % of cells among total macrophages. **(J–K)** Proportion of macrophages and subpopulations of macrophages expressing CD206 **(J)** and CD38 **(K)** expressed as % of total macrophages and different subpopulations among the CD45 ^+^ cells. **(L)** Level of CD38 expression on macrophages and subpopulation of macrophages. Data were expressed as the mean of fluorescence intensity. Data are mean ± SEM; n = 4–6 for each group; ns = non-significant; *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001 vs. vehicle.

Cell count from the peritoneal exudates showed that the level of the inflammatory response in vehicle-treated animals was in a range comparable to those already reported for mice 4 days after single priming TGC injection as previously reported (Cook et al., 2003).

Interestingly, treatment with β-NMN reduced the number of cells present in the peritoneum by approximately one-third compared to vehicle-treated animals (Figure 3E). Accordingly, the percentage of CD45^+^ cells was significantly lower in peritoneal exudates of β-NMN-treated mice as compared to vehicle-treated animals (Figure 3F), arguing in favor of possible reduced infiltration of immune cells upon β-NMN administration. Flow cytometric analysis of forward scatter (FS) and side scatter (SS) parameters, measuring size and granularity, respectively, revealed morphological and quantitative differences between cells obtained from peritoneal lavages of β-NMN animals compared to vehicle animals (Figure 3G). Among CD45^+^ cells, two populations can be clearly distinguished based on their FS/SS parameters. The first population of homogeneous size and high granularity/complexity is labeled R1 and a second, R2, of variable size and heterogeneous granularity/complexity (Figure 3G). Administration of β-NMN led to a significant increase in R1 and a concomitant reduction in the R2 population (Figure 3H). Furthermore, in the presence of β-NMN, cells in R2 had lower size and granularity/complexity as compared to cells in R2 from vehicle-treated mice (Figure 3G). R2 population was further characterized by the surface markers F4/80, CD64, CD16/32, LFA-1, and MHC-II, to identify the monocyte/macrophage populations. Among those, the proportion of F4/80^+^CD16/32^+^CD64^hi^LFA1^hi^MHC-II^hi^ cells corresponding to elicited macrophages in β-NMN, and vehicle groups remained unchanged, although a tendency to a decrease is observed upon treatment with β-NMN. Conversely, the percentage of F4/80^+^CD16/32^+^CD64^lo^LFA1^lo^MHC-II^lo^, representing resident macrophages, was significantly higher in a β-NMN group compared to vehicle group (Figure 3I).

Interestingly, in comparison to the vehicle, β-NMN treatment significantly increased the percentage of peritoneal macrophages expressing CD206 (C-type mannose receptor 1, MRC1), a marker of mouse and human M2 macrophages (Murray et al., 2014; Porcheray et al., 2005). This was also observed in both sub-populations of residents and elicited macrophages (Figure 3J). On the other hand, β-NMN did not affect the proportions of macrophages expressing the NAD+-consuming enzyme, CD38^+^, a robust marker of M1 macrophage (Jablonski et al., 2015) (Figure 3K) but significantly reduced its surface expression, specifically on the elicited macrophages but not on the resident population (Figure 3L).

### 3.5 β-NMN Treatment During Peritonitis Reduces Phagocytosis Ability, Increases Viability, and Prevents Pro-Inflammatory Secretion in Response to Bacterial Stimulation

To assess whether the observed phenotype differences in peritoneal macrophages induced by β-NMN treatment after TGC induction might have functional consequences, we studied their phagocytosis potential using pH-Rhodo-labeled *E. coli* bacteria and their viability and cytokine secretion capacity after bacterial stimulation*.* To evaluate the “phagocytic ability” between macrophages treated with β-NMN and vehicle, we have measured the percentage of cells that were pHrodo-Red positive and the mean fluorescence intensity (MFI). As compared to vehicle, β-NMN treatment did not markedly modify the kinetics of appearance and the proportion of pHrodo-Red positive macrophages. Only a slight reduction was noted after 30 min in presence of bacteria (Figure 4A). Interestingly, macrophages obtained from β-NMN-treated mice had significantly lower MFI after 30 min and 4 h of incubation with pH-Rhodo labeled *E. coli* (Figure 4B), suggesting a reduced number of phagocytosed bacteria per cell.

**FIGURE 4:**
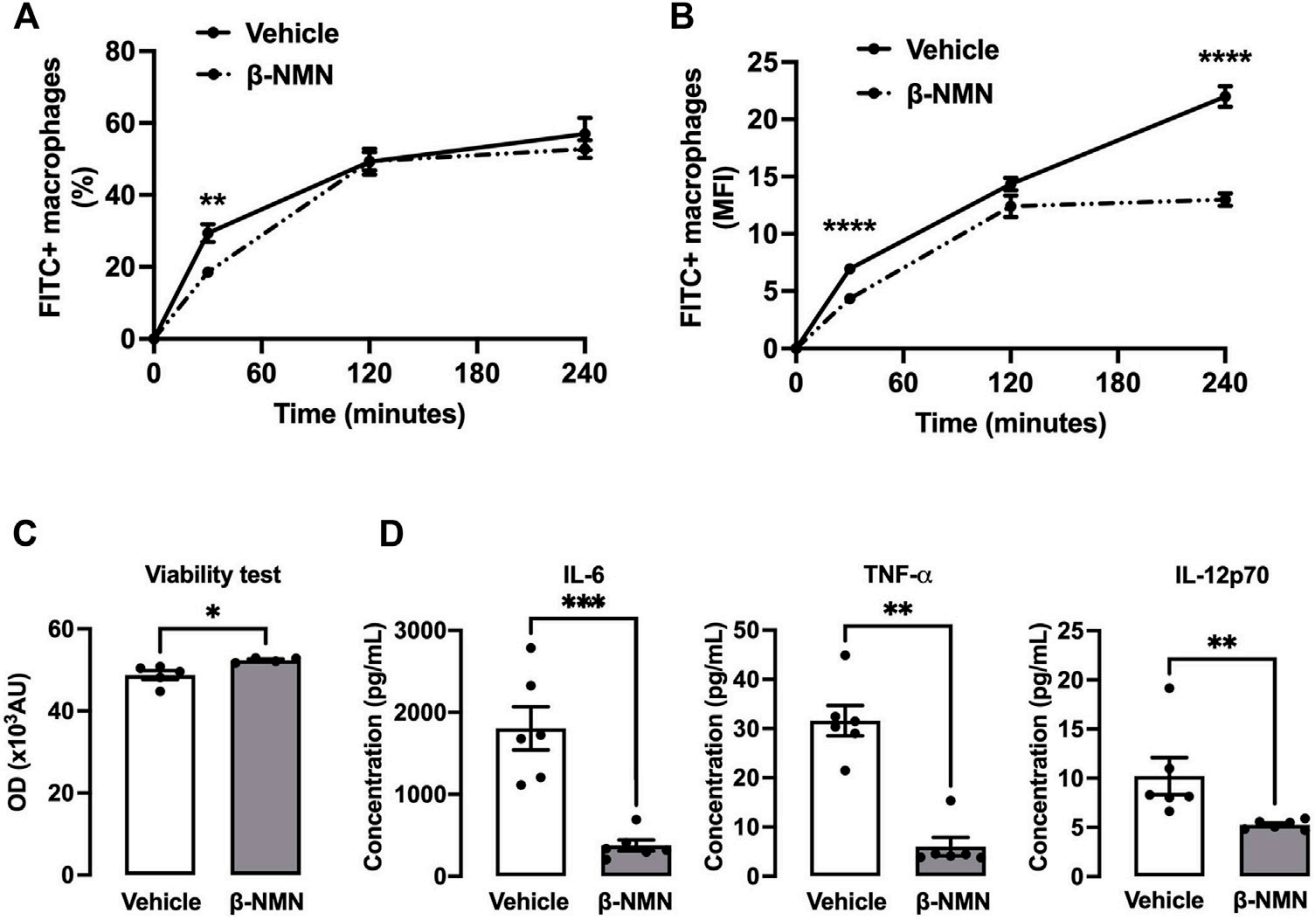
Functional properties of peritoneal macrophages following stimulation with *E. coli* in the TGC-induced peritonitis mouse model. **(A,B)** Phagocytosis of peritoneal macrophages. Three days post TGC administration, macrophages from peritoneal lavage fluid were cultured on plates and stimulated with pH-Rhodo-labeled *E. coli*. The proportion of phagocytic macrophages at 30, 120, and 240 min was analyzed by flow cytometry. The quantity of engulfed *E. coli* was expressed as % of total macrophages **(A)** or as the mean of fluorescence intensity (MFI) **(B)**. **(C,D)** Viability and pro-inflammatory secretion of peritoneal macrophages. Three days post TGC administration, macrophages were co-cultured with *E. coli* for 24 h. **(C)** Viability of macrophages was assessed by the AlamarBlue^®^ assay and expressed as optical density (OD). **(D)** Secreted cytokine concentrations (IL-6, TNFα, and IL-12p70) were determined in the cell culture supernatant by flow cytometry using a bead-based immunoassay. IL = interleukin; TNF-α = tumor necrosis factor-alpha. All data are mean ± SEM; n = 4–6 for each group; *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001 vs. vehicle.

Additionally, the AlamarBlue^®^ assay revealed that macrophages from β-NMN-treated mice stimulated with *E. coli* for 24 h showed a slight but significant increase in viability (Figure 4C).

Lastly, macrophages from β-NMN-treated animals released 5 times less IL-6, TNF-α and 2 times fewer IL-12p70 compared to macrophages from animals treated with vehicle when exposed to *E. coli* for 24 h (Figure 4D).

### 3.6 RNA-Seq Study of Macrophages Subjected to Bacterial Stimulation Highlights the Dynamics of Transcriptional Changes Induced by β-NMN Treatment

Following TGC-induced-peritonitis, RNA-seq analysis was performed on harvested macrophages stimulated *in vitro* with *E. coli* bacteria for 6 h. 

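Peritoneal cells were collected from 6 vehicle-treated and 6 β-NMN-treated mice on day 3 after the injection of 1 ml of 4% TGC. β-NMN had been injected at 185 mg/kg each day. From each mouse, 0.5 M cells were cultured with 7.5 M bacteria for 6 h, and 1 library was sequenced per mouse. Unstimulated cells and cells from mice without TGC were not analysed here, so all values compare the 2 treatments after stimulation. The deposited counts were made by the authors in the same way as those of the CLP organs and are not normalized. Total counts per sample ranged from 31126823 to 112456050 in vehicle mice (median 77248113.5) and from 36353254 to 90903671 in β-NMN mice (median 45607088). The libraries fell into a class of fewer than 70 M counts and a class of more, and both classes held mice of both treatments. The replicate numbers of vehicle and β-NMN mice do not pair animals. The counts were analysed as those of the CLP organs were, over 14985 genes that passed the low-count filter. The biological coefficient of variation was 0.233. An exact two-sided permutation test of 6 mice against 6 cannot give a p below 0.00216. Sample purity was not measured in these libraries, so a change in a gene can come from a change in its expression or in the cells present.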

Gene expression signature associated with the phenotype and functional differences observed upon β-NMN treatment was then characterized.

Overall, a general heatmap of the obtained RNA-seq data revealed that macrophage samples clustered according to β-NMN or vehicle treatment (Supplementary Figure S3). 

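Average-linkage clustering on the Pearson correlation of log2 CPM, over all 14985 genes tested and thus without choosing genes by treatment, divided the 12 macrophage samples into a branch of the 6 vehicle mice and a branch of the 6 β-NMN mice. The same division was found with the 500 genes of largest variance and with complete linkage on Euclidean distances. The first principal component held 55.6% of the variance. Vehicle mice lay between −73.5 and −40.7 on it and β-NMN mice between 42.6 and 63.5.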

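With edgeR's quasi-likelihood test, 7733 of 14985 genes had an adjusted p below 0.05 in macrophages, of which 3546 were higher and 4187 lower with β-NMN. Among the other tests and scalings, the count moved most with limma-voom and quality weights, to 8863 genes, and stayed between 7132 and 8049 with each mouse left out in turn. With the depth class of the library as a covariate, a choice made after the depths were seen, 7570 genes passed, of which 7437 were among the 7733. Within the libraries above 70 M counts 5717 genes passed, and within those below 4244. The fold changes of the called genes had the same sign in both classes for 7648 of the 7662 genes tested in both (99.8%). The groups did not overlap at 3987 genes (26.6%), where chance gives 0.216%. At adjusted p below 0.05, 783 genes were higher and 2010 lower by more than 2-fold. The largest falls among genes whose groups did not overlap were those of Wfdc21, Chil1, Stfa2l1, Il1f9 and Fpr1. Chil1, on chromosome 1 from 134182176 to 134190181, dropped from 282 ± 67.5 CPM in vehicle mice to 3.05 ± 2.33 in β-NMN mice (SD, n = 6 each). Chil1 had a log2 fold change of −6.57 (standard error 0.43, adjusted p = 3.57e-08 from edgeR), between −7.03 and −6.40 with each mouse left out. Log2 fold changes were −7.73 for Wfdc21, −6.45 for Stfa2l1, −6.13 for Il1f9 and −5.93 for Fpr1. The largest rises were those of Hist1h1d (4.51), Gm46404 (3.63), Gm42793 (3.29), 4930404N11Rik (2.90) and 1700060J05Rik (2.83). Hist1h1d, a linker histone gene on chromosome 13 from 23553262 to 23560686, rose from 0.339 ± 0.165 to 7.53 ± 2.98 CPM (SD, n = 6 each). For each of these 10 genes the exact two-sided permutation p was 0.00216, the smallest possible.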

Differential expression analysis between β-NMN- and vehicle-treated mice identified 7,533 differentially expressed genes with 3,801 being overexpressed and 3,732 downregulated in macrophages from the β-NMN group in comparison to vehicle (Figure 5A).

**FIGURE 5:**
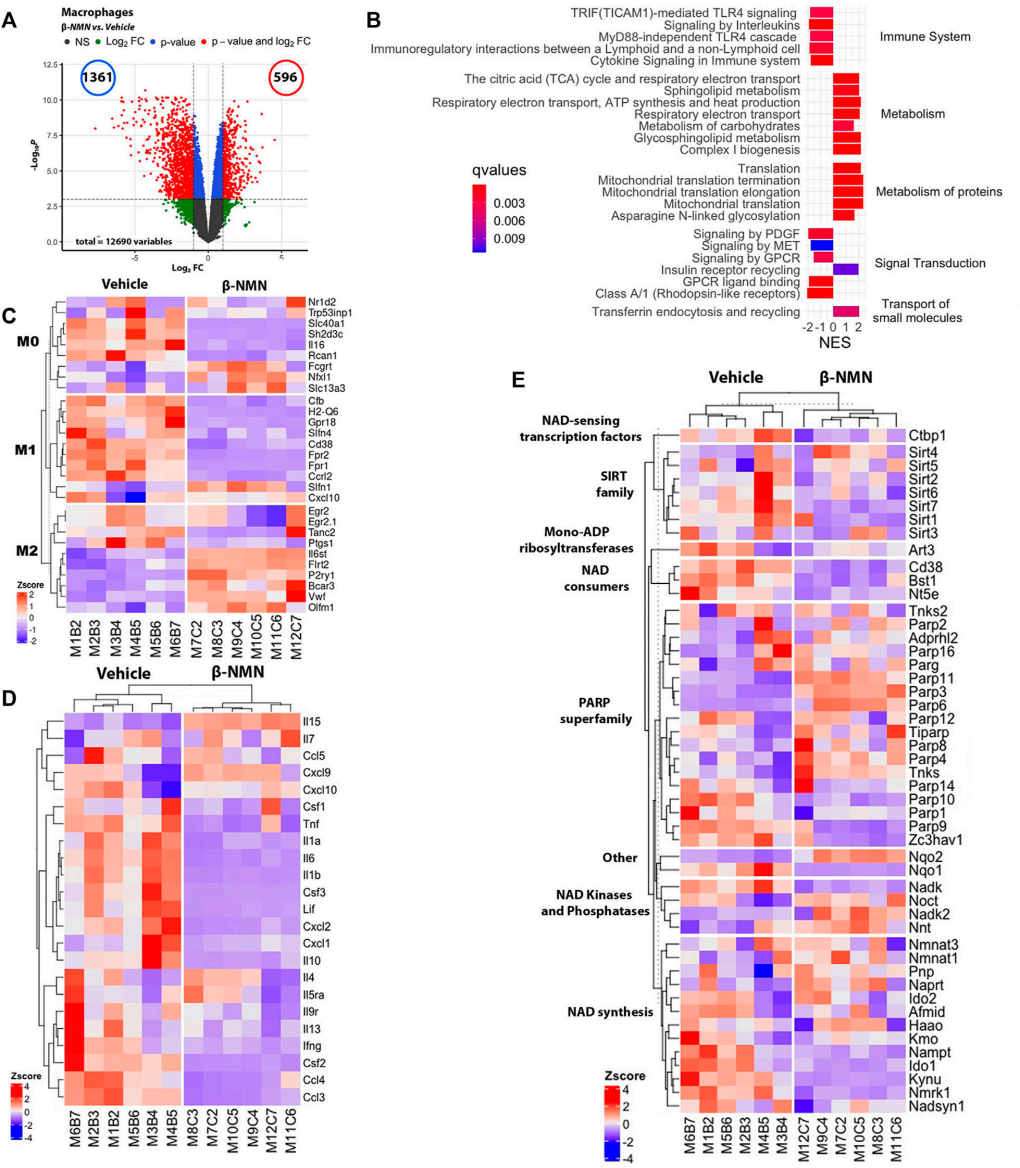
Identification of differentially expressed genes in peritoneal macrophages following stimulation with *E. coli* in the TGC-induced peritonitis mouse model. Peritoneal macrophages were cultured in the presence of *E. coli* for 6 h and then submitted to transcriptomic analysis using *de novo* RNA sequencing. **(A)** Volcano plot of gene expression of peritoneal macrophages [plot of gene expression log2-transformed fold-changes (*x*-axis) vs. -log10 *p*-value (*y*-axis)]. The red dots represent the gene having fold-changes>2.0, and adjusted *p*-values<0.05 between β-NMN and vehicle groups. **(B)** Enrichment plot of differentially expressed Reactome pathways (β-NMN vs. vehicle) in peritoneal macrophages. Normalized enrichment score (NES) reflects the up- (NES>0) and down- (NES<0)expressed pathways, and gradient color reflects the adjusted *p*-values <0.01. **(C–E)** Hierarchical clustering heatmap of M0, M1, and M2 phenotype- **(C)**, cytokine production- **(D)**, and NAD + metabolism- **(E)** associated genes expressed by peritoneal macrophages. Red colors indicate Z-score>0 (up-regulation); blue colors indicate Z-score<0 (down-regulation); white color indicates Z-score = 0 (no difference). For all data *n* = 6 for each group.

GSEA analyses using the Reactome database (adjusted *p*-value < 0.05 and abs (NES) > 1) revealed that among the top 24 impacted pathways, 14 and 10 up- and down-regulated pathways, respectively (Figure 5B and Supplementary Table S1). 

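Of the 41 macrophage pathways of Table S1, 33 were matched by name to the Reactome sets used here and 32 had enough tested genes. All 32 had the sign of Table S1, and 30 passed an adjusted p of 0.05 with fgsea. The enrichment values were correlated with those of Table S1 with a Pearson r of 0.99 across these pathways, which share genes. Camera moved the count most, to 17 pathways, fry gave 28, and ranking by fold change gave 23. Of all 849 Reactome sets tested, 140 passed, with 41 higher and 99 lower. Among 40 divisions of the mice, 12 gave as many passing sets, with up to 191. With each mouse left out in turn, an alternative added after the data were seen, 26 to 31 of the pathways passed.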

One important feature of the pathways impacted by the treatment is the decreased expression of genes coding for the Toll-Like Receptor (TLR) 4, and its association with downstream cell signaling pathways. 

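Tlr4, on chromosome 4 from 66827584 to 66930284, had 17.8 ± 1.97 CPM in vehicle mice and 15.2 ± 3.91 in β-NMN mice (SD, n = 6 each). The log2 fold change of Tlr4 was −0.23 (standard error 0.14, adjusted p = 0.205 from edgeR), and the groups overlapped (exact two-sided permutation p = 0.126). Without β-NMN replicate 6, the log2 fold change was −0.33 and the adjusted p 0.0263. The Reactome set of the TLR4 cascade, with 90 genes tested, had a normalized enrichment score of −1.85 (adjusted p = 0.00137 from fgsea). Of its genes, 35 were called lower and 9 higher. The set passed under fry (0.000396) and without each mouse in turn, but not under camera (0.0986) or when ranked by fold change (0.259). Mapk8, which encodes a JNK kinase of this cascade, lies on chromosome 14 from 33377898 to 33447158. It fell from 25.7 ± 6.33 to 5.83 ± 0.663 CPM (SD, n = 6 each), a log2 fold change of −2.14 (standard error 0.15, adjusted p = 8.29e-08).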

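In macrophages, cytokine signaling in the immune system (217 genes) had a normalized enrichment score of −1.56 (adjusted p = 0.00741 from fgsea), with 79 genes called lower and 33 higher. The set of signaling by interleukins (103 genes) had a score of −1.74 (0.0057), with 42 genes called lower and 14 higher. Both passed under fry (0.0111 and 0.0015) and without each mouse in turn, and neither passed under camera (0.253 and 0.173) or when ranked by fold change (0.186 and 0.187). Il1b, on chromosome 2 from 129364570 to 129371139, fell from 2480 ± 920 to 275 ± 64.3 CPM (SD, n = 6 each), with a log2 fold change of −3.17 and an adjusted p of 2.55e-07. The set of antigen processing and presentation by class I MHC had a score of 0.80 (adjusted p = 0.989, 97 genes), with 25 genes called higher and 18 lower. Ranked by fold change, its score was negative (adjusted p = 1), and it was positive in 10 of the 12 fits that left out a mouse. Of 13 genes of class I presentation, 4 were called higher and 1 lower, and the list did not pass (camera adjusted p = 0.349, fry 0.282). The gene called lower was H2-K1, on chromosome 17 from 33996017 to 34000347. It had 3570 ± 429 CPM in vehicle mice and 2680 ± 128 in β-NMN mice (SD, n = 6 each), a log2 fold change of −0.41 (adjusted p = 0.0022). H2-Q10, from 35470089 to 35474563 on the same chromosome, had a log2 fold change of −4.02 (adjusted p = 6.6e-09), but its reads can be shared with the neighboring and closely related H2-Q genes.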

Along with this effect on the microbial recognition molecules, peritoneal macrophages from mice administrated with β-NMN showed a reduced expression of the pathways of cytokine signaling, and of antigen presenting through the MHCI class receptor confirming the immunomodulatory effect of the β-NMN treatment during TGC-induced peritonitis on macrophages subjected to bacterial stimulation (Figure 5B).

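The set of metabolism of carbohydrates (206 genes) had a normalized enrichment score of 1.52 in macrophages (adjusted p = 0.00658 from fgsea), with 63 genes called higher and 52 lower and a median log2 fold change of −0.01. When genes were ranked by fold change, the score was negative and did not pass (adjusted p = 1), nor did the set pass under camera (0.62). The fry test called it (0.026). Insulin receptor recycling (19 genes) had a score of 2.17 (0.00165), with 14 genes called higher and 1 lower. Atp6v0d2, on chromosome 4 from 19876841 to 19922605, rose from 146 ± 36.6 to 514 ± 110 CPM (SD, n = 6 each), a log2 fold change of 1.81 (adjusted p = 1.07e-06). The combined set of the TCA cycle and respiratory electron transport (118 genes) had a score of 2.57 (adjusted p = 6.4e-11). Respiratory electron transport (64 genes) had a score of 2.67 (5.94e-09), with 39 genes called higher and 1 lower. Mitochondrial translation (86 genes) had a score of 2.66 (3.49e-10), with 47 called higher and 1 lower. These last 4 sets passed in every setting that was run, including camera and fry and without each mouse in turn. Among 77 nuclear genes of the respiratory complexes, 46 were called higher and 1 lower over all genes, and 48 and 1 adjusted over the list alone. The median log2 fold change of this list was 0.34, and that of 77 mitochondrial ribosomal protein genes was 0.38 (camera adjusted p = 3.49e-07 for each, fry 0.00516 and 0.000389). With an estimated correlation between genes in camera, the unadjusted p was 0.282 for the first list and 0.124 for the second. Ndufa4 on chromosome 6 from 11900292 to 11907497 rose from 9.76 ± 1.69 to 20.2 ± 2.53 CPM (SD, n = 6 each). Log2 fold changes were 1.05 for Ndufa4, 0.90 for Mpc1, 0.70 for Gfm2, 0.79 for Mrpl13 and 1.27 for Phka2, and in each case all β-NMN mice were above all vehicle mice.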

As observed in the hearts and lungs of mice subjected to CLP, β-NMN administration upregulated the expression of genes involved in the production of cellular energy (i.e., carbohydrate metabolism and insulin receptor recycling) and mitochondrial integrity and functions (i.e., TCA cycle, respiratory electron transport, complex I biogenesis, and mitochondrial translation) (Figure 5B).

We then analyzed the expression of genes involved in the phenotypic polarization of macrophages using M0/M1/M2 markers established previously (Jablonski et al., 2015; Viola et al., 2019). Consistent with the results of functional and secretory capacities in macrophages derived from β-NMN-treated mice, this analysis revealed that β-NMN promoted the expression of genes specific to specifically expressed in M2 macrophages and conversely downregulated a significant number of genes related to the M1 phenotype (Figure 5C). Accordingly, the expressions of most of the genes coding for cytokines and chemokines, except for *Il-4*, *-7*, *-15*, and C*xcl*9 and *10* genes, were strongly reduced after β-NMN treatment (Figure 5D), which corroborates the measurements we obtained for cytokines released by macrophages after activation by bacteria.

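Of the 10 M1 genes shown in Figure 5C, 8 were called lower with β-NMN in macrophages and 1 higher, with a median log2 fold change of −1.16. Fpr1 showed the largest fall, from 99.7 ± 36.0 to 1.69 ± 0.872 CPM (SD, n = 6 each). It lies on chromosome 17 from 17876471 to 17883940. Slfn1, which was called higher (log2 fold change 0.46, adjusted p = 0.0173), belongs to a cluster of related Slfn genes on chromosome 11 whose reads can be shared. Of the 9 M2 genes, 6 were called higher and 1 lower, with a median log2 fold change of 0.51. The gene called lower was Ptgs1 (log2 fold change −0.60, adjusted p = 0.0159), and without vehicle replicate 3 its adjusted p was 0.0546. Egr2 (−0.12, adjusted p = 0.523) and Tanc2 (−0.53, 0.227) did not differ beyond the spread between mice, although Tanc2 had an adjusted p of 6.71e-05 without β-NMN replicate 6. Of the 9 M0 genes, 2 were called higher and 4 lower. Counts adjusted over the list alone were the same for these 3 lists, whose markers the study took from earlier work. Transcripts of some of the surface markers measured by flow cytometry went different ways. Flow cytometry measured protein on macrophages of the exudates, whereas these libraries came from plated cells after 6 h with bacteria. Mrc1, which encodes CD206 on chromosome 2 from 14229392 to 14332057, rose from 97.2 ± 16.2 to 201 ± 36.8 CPM (SD, n = 6 each, adjusted p = 1.9e-05 from edgeR). Itgal, which encodes a chain of LFA-1, had a log2 fold change of −2.69 (adjusted p = 8.6e-08). Fcgr1, which encodes CD64, did not change (log2 fold change −0.08, adjusted p = 0.74). Adgre1, which encodes F4/80, had a log2 fold change of 0.20 (adjusted p = 0.055 by edgeR and 0.0132 by DESeq2).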

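Of the 23 genes of Figure 5D, 14 were called lower with β-NMN, 1 was called higher and 4 in all had a positive fold change. Of 76 cytokine, chemokine and colony-stimulating factor genes tested as a list, 44 were called lower and 11 higher. Adjusted over the list alone these were 47 and 11, and the list was lower as a whole (median log2 fold change −0.90, camera adjusted p = 0.000179, fry 3.28e-06). Ebi3, first by p in this list, lies on chromosome 17 from 55952640 to 55957022 and fell from 56.4 ± 6.52 to 18.4 ± 1.73 CPM (SD, n = 6 each). Il15, on chromosome 8 from 82331632 to 82403222, rose from 284 ± 53.9 to 502 ± 52.3 CPM (SD, n = 6 each), a log2 fold change of 0.82 (adjusted p = 6.07e-05). Il4 (log2 fold change −0.02, adjusted p = 0.966), Il7 (0.17, 0.551), Cxcl9 (0.50, 0.211) and Cxcl10 (0.07, 0.811) did not differ beyond the spread between mice. Il4 and Il7 were near 1 CPM, where small changes may go undetected, which was not tested.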

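Figure 5E also shows genes of NAD+ metabolism that the text names, which were left out here. Of 19 others shown in it, 4 were called higher and 2 lower with β-NMN in macrophages. Their median log2 fold change was 0.02, with values from −0.34 to 1.43. Adjusted over the list alone, 4 were higher and 1 was lower.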

Finally, NAD+ metabolism was significantly impacted by β-NMN treatment (Figure 5E). We observed that the presence of β-NMN reduces the expression of the genes coding for NAD+ degrading enzymes (*Cd38, Bst1,* and *Nt5e*) along with decreased expression of genes associated with the NAD+ *de novo* synthesis and recycling (salvage) pathways, suggesting that directly or indirectly NMN exerts negative feedback on the NAD+ biosynthetic pathways. 

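Cd38 and Bst1 lie next to each other on chromosome 5, from 43868553 to 43912375 and from 43818885 to 43843986. Cd38 fell from 324 ± 67.3 CPM in vehicle mice to 126 ± 44.1 in β-NMN mice (SD, n = 6 each), a log2 fold change of −1.36 (standard error 0.21, adjusted p = 9.55e-05 from edgeR). Bst1 fell from 182 ± 37.6 to 105 ± 27.0 (log2 fold change −0.80, adjusted p = 0.00104). Nt5e, on chromosome 9 from 88327197 to 88372092, was near the lower limit, with 2.11 ± 0.880 and 1.07 ± 0.256 CPM (log2 fold change −0.97, adjusted p = 0.0064). The groups did not overlap for Cd38 and overlapped for Bst1 and Nt5e (exact two-sided permutation p = 0.00216, 0.00649 and 0.00866). All 3 stayed below an adjusted p of 0.05 without each mouse in turn.

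**Figure D3:**
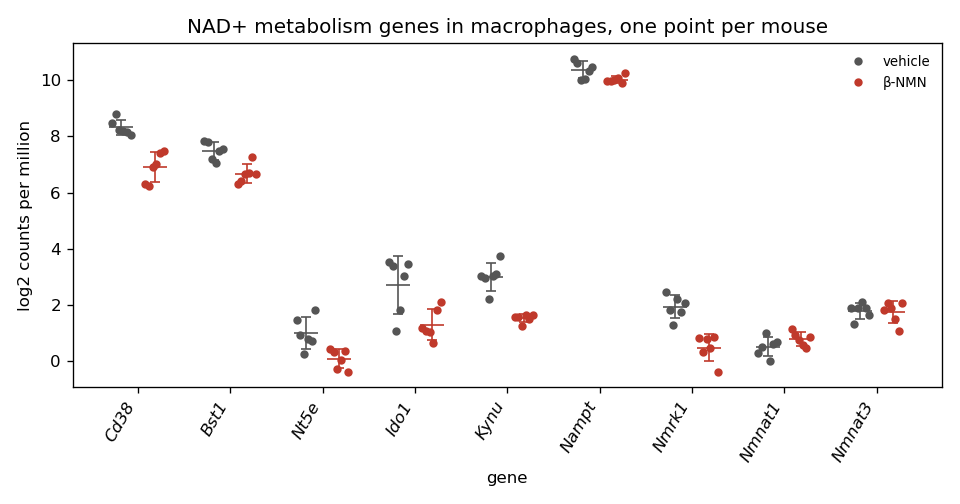
Log2 CPM of 9 genes of NAD+ degradation and synthesis in macrophages of each vehicle (grey) and β-NMN (red) mouse, with the mean and SD of the 6 mice per group. Cd38, Kynu and Nmrk1 do not overlap between groups, whereas Nmnat1 and Nmnat3 overlap.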

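In macrophages, Nmnat1, on chromosome 4 from 149467572 to 149485202, had 1.44 ± 0.346 CPM in vehicle mice and 1.74 ± 0.304 in β-NMN mice (SD, n = 6 each). Its log2 fold change was 0.28 (adjusted p = 0.235 from edgeR, exact two-sided permutation p = 0.136). Nmnat3, on chromosome 9 from 98287435 to 98420438, had 3.48 ± 0.626 and 3.41 ± 0.824 CPM, a log2 fold change of −0.02 (adjusted p = 0.928). Nmnat2, on chromosome 1 from 152954993 to 153119261, had 0.255 ± 0.0536 and 0.210 ± 0.183 CPM, a log2 fold change of −0.35 (adjusted p = 0.566). Nmnat1 stayed positive without each mouse in turn, between 0.22 and 0.43, and never passed. Nmnat3 went from −0.11 to 0.11. DESeq2 called none of the 3 genes. At such low levels, small changes may go undetected, which was not tested.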

On the contrary, nicotinamide mononucleotide adenylyl transferases (NMNATs) genes, that catalyze the condensation of β-NMN with the AMP moiety of ATP to form NAD+, were markedly upregulated. Additionally, genes coding for sirtuins (SIRTs) 1, 2, 3, 6, and 7, and PARPs 1, 9, 10, and 14 were reduced while genes coding for SIRTs 4 and 5 and PARPs 2, 3, 4, 6, 8, 1, 12, and 16 were upregulated, suggesting different roles played by these enzymes in the pathophysiology of peritonitis and sepsis.

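Of the 7 sirtuin genes, Sirt7 was called lower with β-NMN and no other passed an adjusted p of 0.05. Sirt7, on chromosome 11 from 120618372 to 120625240, had 33.8 ± 4.03 CPM in vehicle mice and 23.8 ± 2.85 in β-NMN mice (SD, n = 6 each), a log2 fold change of −0.51 (adjusted p = 0.000692 from edgeR). The log2 fold changes of Sirt1, Sirt2, Sirt3 and Sirt6 were −0.34, −0.14, −0.14 and −0.17, with adjusted p between 0.144 and 0.592. Without β-NMN replicate 6, Sirt1 had a log2 fold change of −0.57 and an adjusted p of 0.000161. Sirt4 (0.22, adjusted p = 0.391) and Sirt5 (−0.07, 0.894) did not differ beyond the spread between mice. Of the 12 Parp genes, taking the PARP listed both as reduced and as upregulated to be Parp11 in the second list, 4 were called higher and 2 lower. Parp3, on chromosome 9 from 106470322 to 106476949, rose from 20.6 ± 3.52 to 43.1 ± 3.57 CPM (SD, n = 6 each), a log2 fold change of 1.06 (adjusted p = 2.52e-06). The other genes called higher were Parp6 (0.84), Parp11 (0.58) and Parp4 (0.42). Parp10 (−0.54, adjusted p = 0.00296) and Parp9 (−0.48, 0.00884) were called lower. Parp1 had a log2 fold change of −0.31 (adjusted p = 0.113), and Parp14, Parp2, Parp8, Parp12 and Parp16 lay between 0.01 and 0.17 without passing. The sets of genes called were the same adjusted over the list alone, with 1 sirtuin gene and 6 Parp genes.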

## 4 Discussion

In the present study, we investigated the effect of β-NMN administration on CLP-induced bacterial peritonitis and sterile TGC-induced peritonitis in mice.

We show for the first time that administration of β-NMN (the precursor immediately preceding NAD+ in the salvage pathway) shortly after induction of CLP increased survival and had a positive impact on temperature loss, clinical score, bacterial load, and inflammation (Figure 1 **)**.

Consistent with our results, previous works have shown that boosting NAD+ levels by administering NAD+ or other NAD+ biosynthetic precursors (i.e., Niacin, NAM, and NR) alleviates the polymicrobial sepsis in different animal models. Indeed, it has been shown that the treatment with a high dose of NAD+ prior to a lethal dose of *E. coli* or LPS resulted in a marked increase in survival in mice (Iske et al., 2020). Furthermore, administration of high-dose of Niacin to rats subjected to LPS-induced endotoxemia attenuated lung inflammation, reduced histologic lung damages, and improved survival at 72 h post injection (Kwon et al., 2011). Lastly, NAM treatment increased the survival rate of mice with lethal endotoxemia or CLP-induced polymicrobial sepsis (Yuan et al., 2012). More recently, NR administration was shown to improve survival of mice when i. p injected in the fecal-induced peritonitis model of sepsis (Hong et al., 2018). Although this study and ours investigated the effect of the NAD+ precursor 24 h post-CLP-induction, NR was administered at a dose of 300 mg/kg while we used a lower dose of β-NMN at 185 mg/kg. Furthermore, unlike β-NMN, administration of NR after induction of sepsis provided no protection, only pre-treatment with NR conferred significant benefits in septic mice. These results, combined with existing data on the superior properties in terms of activity and side effects profile of β-NMN compared to other molecules impacting NAD+ metabolism (Poddar et al., 2019), suggest a marked advantage of using β-NMN in the therapeutic treatment of bacterial infections.

In the CLP-induced peritonitis/sepsis model, we did not observe any macroscopic tissue damage at 24 h post-surgery in the heart and lungs (Figure 2F), which are the organs most frequently affected during sepsis (Caraballo and Jaimes, 2019). This absence of obvious histological changes is characteristic of early organ failure during sepsis. Indeed, preservation of tissue architecture with minimal apoptosis, necrosis, or cell damage has been reported in septic patients, suggesting more functional rather than structural alterations (Lewis et al., 2016). Accordingly, transcriptomic analysis of these organs reveals a significant impact of β-NMN administration on the expression of genes related to 1) immuno-inflammatory response, 2) bioenergetic metabolism, and 3) mitochondrial structure and function (Figure 2). These results are even more remarkable if we consider that the effects of treatment on the early stages of bacterial sepsis development were obtained after a single administration of β-NMN.

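Over the gene lists tested in hearts and lungs, camera called 15 lists in hearts and 8 in lungs. In hearts, the lists of the TCA cycle, with 18 of 18 genes higher, and of glycolysis, with 13 of 16 higher, passed next to those of the respiratory chain (adjusted p = 0.000601 and 0.00631). These were 0.151 and 0.0363 without vehicle replicate 2. Under fry, which estimates the correlation between genes, 2 lists passed in hearts, those of cytokines and neutrophil granules (0.0461 for each). With that heart left out, neither passed fry (0.0654 for each), but both passed camera (5.54e-09 and 3.2e-07). With an estimated correlation in camera, the unadjusted p was 0.0245 for cytokines, 0.0142 for neutrophil granules and 0.0419 for monocyte genes in hearts and above 0.05 for every list in lungs. From the Reactome pathways altered in these organs, the paper concludes that β-NMN affects inflammatory, bioenergetic and mitochondrial genes, and it relates this to the protection of organs during sepsis.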

Interestingly, the pathways modulated by β-NMN administration during the early stages of sepsis are those involved in the development of multi-organ failure in both animal models and humans (Jeger et al., 2013; Lewis et al., 2016; Singer et al., 2016; Kraft et al., 2019; Rumienczyk et al., 2021). Thus, β-NMN would counteract the alterations induced by bacterial infection first by reducing the expression of genes coding for inflammatory molecules and the activation of immune cells, and then by optimizing the capacity of cells to produce energy, promoting both glycolysis and lipid oxidation. β-NMN would prevent cells from falling into an ultimate “hibernation” protective state, described by Singer *et al.* that is characterized by hypometabolism in response to a drastic decrease in mitochondrial respiration and ATP production (Singer et al., 2004; Singer, 2007; Carré and Singer, 2008; Singer, 2014). β-NMN would then allow cells to keep performing their functions within organs and to provide defense against infectious agents.

Similarly, we observed that β-NMN treatment in peritoneal macrophages recruited after TGC injection and subjected to bacterial stimulation, led to a transcriptomic signature comparable to that observed in the heart and lungs following CLP (Figure 5), suggesting that the action of β-NMN on gene expression is a general mechanism that is not restricted to the polymicrobial sepsis model alone and would affect not only immune cells but potentially all organ cells.

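Across genes, the log2 fold changes of macrophages were correlated with those of hearts with a Spearman rho of 0.14 over 13142 genes and with those of lungs with a rho of 0.05 over 13513 genes. When the labels of the 6 hearts were permuted, 8 of 20 labelings gave a rho as large (exact one-sided p = 0.4), and for lungs 4 of 20 (0.2). With the more abundant genes only, the rho for lungs was 0.14 and 1 of 20 labelings was as large (0.05, the smallest p possible). Of the genes called in macrophages, 58.7% had the same sign in hearts and 54.7% in lungs. Between hearts and lungs, rho was 0.17 over 14903 genes, and all 10 labelings of the shared mice gave values from 0.06 to 0.17 (exact one-sided p = 0.1). Genes are not independent replicates. At the level of lists, cytokines were lower in all 3 tissues, and respiratory chain and mitochondrial ribosomal genes were higher in macrophages and hearts. In lungs, respiratory chain genes were lower instead, and neither this list nor that of cytokines passed without vehicle replicate 2, nor did the respiratory chain list of hearts. Under fry, these lists of mitochondrial genes did not pass in hearts. Of 33 macrophage pathways of Table S1, 25 had the same sign in hearts here and 16 in lungs, with a Pearson r of 0.72 and −0.19 between the enrichment values. In hearts 15 passed with that sign and 0 with the opposite one, and in lungs 6 and 8 did. Pathways share genes, and these values were not compared over labelings. From the likeness of the pathways in Figures 2 and 5, the paper proposes that β-NMN acts on gene expression through a general mechanism. It proposes that this action extends beyond the sepsis model and, besides immune cells, potentially reaches the cells of all organs.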

There is an increasing body of evidence that associates the NAD+ homeostasis with immune responses during infections, suggesting the potential of modulating the intracellular levels of NAD+ to improve the host’s defense against pathogens (Navarro et al., 2021). However, little is known about how the augmentation of NAD+ levels affects the reprogramming of immune cells, and more precisely the metabolism and polarization states of macrophages, during bacterial infection and immune activation.

Our transcriptomic analysis revealed that the expression of genes coding for NAD+ consuming enzymes such as poly (ADP-ribose) polymerases (PARPs) and glycohydrolases (CD38 and CD157) was enhanced in macrophages harvested from mice that developed TGC-induced-peritonitis and stimulated *in vitro* with bacteria. Concomitantly, the expression of genes involved in *de novo* and recycling NAD+ synthetic pathways were also overexpressed (Figure 5E). These results are in line with recent studies which attribute the depletion of NAD+ seen during inflammatory macrophage response to the increased activity of PARPs (primarily PARP-1) and CD38 triggered by ROS-dependent DNA damage (Cameron et al., 2019), and by proinflammatory Toll-like-receptor ligands (Chini et al., 2020; Covarrubias et al., 2021), respectively. Indeed, the overexpression of CD38 has been shown to be a signature of pro-inflammatory M1 macrophage polarization (Jablonski et al., 2015; Covarrubias et al., 2021). The increased expression of nicotinamide phosphoribosyl transferase (NAMPT), the rate-limiting enzyme in the NAD+ salvage pathway, and of indole-2,3-dioxygenase 1 (IDO1), which catalyzes the first step of the kynurenine pathway observed in macrophages from TGC-treated mice, is likely needed for sustaining the NAD+ content necessary to drive glycolysis and to support the production of pro-inflammatory mediators, as previously reported (Cameron et al., 2019; Minhas et al., 2019; Covarrubias et al., 2021).

Remarkably, β-NMN treatment, while significantly increasing the NAD+ and 1-MeNAM contents in peritoneal fluid (Figure 3C and 3D), completely reverted the overexpression of NAD+ consuming enzymes (CD38, CD156, and PARP1,9,10,14) and of genes involved in *de novo* (Ido1 and Kynu) and recycling (Nampt and NmrK1) NAD+ synthetic pathways. 

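In macrophages, Kynu on chromosome 2 from 43555329 to 43682715 fell from 8.41 ± 2.86 to 2.87 ± 0.271 CPM (SD, n = 6 each), a log2 fold change of −1.55 (adjusted p = 1.43e-05 from edgeR). Ido1 on chromosome 8 from 24584136 to 24597009 varied more, with 7.78 ± 4.05 and 2.61 ± 1.07 CPM. Ido1 had a log2 fold change of −1.58 (adjusted p = 0.00293), and the groups overlapped (exact two-sided permutation p = 0.0238). Nmrk1 on chromosome 19 from 18631950 to 18652428 fell from 3.92 ± 1.09 to 1.42 ± 0.407 CPM, a log2 fold change of −1.46 (adjusted p = 0.00011). Nampt on chromosome 12 from 32819545 to 32853349 was the most abundant of these genes, with 1340 ± 279 and 1040 ± 91.4 CPM. Nampt had a log2 fold change of −0.37 (adjusted p = 0.0246), and its adjusted p was above 0.05, up to 0.0876, without vehicle replicate 1 or 2 or β-NMN replicate 1, 3, 4 or 5. Samples without stimulation were not analysed here, so the data compare β-NMN with vehicle and give no baseline.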

On the contrary, Nmnat 1 and 3, enzymes catalyzing the direct conversion of β-NMN into NAD+, were overexpressed (Figure 5E).

These results suggest that β-NMN treatment was able to counteract the depletion of the NAD+ pool and therefore eliminate the feedback regulation that enhances NAD+ biosynthesis via NAMPT and IDO1. This is particularly relevant since the increase of kynurenine generated by IDO 1 has been associated with loss of microvascular reactivity and immune dysregulation in sepsis (Zeden et al., 2010; Changsirivathanathamrong et al., 2011; Darcy et al., 2011), and the use of nicotinamide to generate NAD+ via NAMPT is limited by its inhibitory function on Sirtuins (Bitterman et al., 2002) and side effects (Bogan and Brenner, 2008).

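Nadk encodes a cytosolic NAD+ kinase on chromosome 4 from 155562378 to 155591001 and fell in macrophages from 139 ± 20.4 to 83.0 ± 7.03 CPM (SD, n = 6 each). The log2 fold change of Nadk was −0.75 (standard error 0.10, adjusted p = 2.74e-05 from edgeR), between −0.80 and −0.65 with each mouse left out. Nqo1, on chromosome 8 from 107388225 to 107403206, fell from 11.9 ± 4.94 to 1.37 ± 0.311 CPM, a log2 fold change of −3.11 (standard error 0.26, adjusted p = 3.07e-07). For each gene all β-NMN mice were below all vehicle mice.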

Lastly, the overexpression of two known oxidative stress-induced genes, Nadk and Nqo1, was reverted upon β-NMN administration (Ross and Siegel, 2017; Tedeschi et al., 2016). These results together with the down-regulation of Parp genes indicate that β-NMN treatment might attenuate the ROS-induced DNA damage during immune activation. One interesting outcome from our data is that β-NMN supplementation appears to impact macrophage reprogramming from a pro-inflammatory M1 phenotype toward an anti-inflammatory/pro resolving M2 profile as demonstrated by the decrease of several inflammatory mediators, including TNF-α, IL-6, and IL-12 (Figure 4D) as well as markers of M1 signature and the concomitant increase of M2 markers (Figure 5C). Furthermore, the enrichment of metabolic pathways involved in the citric acid cycle and respiratory electron transport after β-NMN treatment (Figure 5B) corroborates the shift toward M2 macrophages that are known to rely on oxidative metabolism compared to M1 macrophages that are predominantly glycolytic (Galván-Peña and O'Neill, 2014).

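The transcripts of the secreted cytokines fell in macrophages along with the M1 genes. Il6 had 257 ± 50.8 CPM in vehicle mice and 86.5 ± 17.4 in β-NMN mice (SD, n = 6 each), a log2 fold change of −1.57 (adjusted p = 1.11e-06 from edgeR). Il12b, on chromosome 11 from 44400063 to 44414033, had a log2 fold change of −2.12 (adjusted p = 2.17e-06) and Il12a, on chromosome 3 from 68690644 to 68698547, of −1.55 (1.74e-05). Tnf, on chromosome 17 from 35199381 to 35202007, fell from 2920 ± 536 to 1590 ± 746 CPM (SD, n = 6 each). Tnf had a log2 fold change of −0.87 (adjusted p = 0.00505), and its groups overlapped (exact two-sided permutation p = 0.0108). Il10, on chromosome 1 from 131019845 to 131024974, was lower as well, by a log2 fold change of −1.26 (adjusted p = 0.000127). The paper's introduction lists IL-10, Arg-1 and CD206 among the products of M2 macrophages, not M1. Arg1 was also lower (log2 fold change −1.25, adjusted p = 0.000144 from edgeR), whereas Mrc1, which encodes CD206, was higher. The falls of Il10 and Arg1 thus went against a shift toward M2. From the lower inflammatory mediators and M1 markers and the higher M2 markers, the paper proposes that β-NMN shifts macrophages from an M1 toward an M2 profile.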

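A list of 18 TCA cycle enzymes had 9 genes called higher and 2 lower in macrophages, with a median log2 fold change of 0.22. It passed under fry (adjusted p = 0.0179) but not under camera (0.0709). Sucla2, on chromosome 14 from 73525319 to 73596142, rose from 15.7 ± 1.91 to 21.4 ± 1.00 CPM (SD, n = 6 each, adjusted p = 0.000788 from edgeR). Among 16 glycolytic enzymes, 2 were called higher and 3 lower, with a median of −0.04 (camera adjusted p = 0.842, fry 0.616). Pfkm, on chromosome 15 from 98092589 to 98132451, fell from 2.67 ± 0.930 to 1.21 ± 0.247 CPM (SD, n = 6 each), a log2 fold change of −1.13 (adjusted p = 0.000697).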

In summary, we demonstrate here that β-NMN improved survival and prevented clinical deterioration in septic mice. β-NMN-treated mice are characterized by a transcriptomic signature that reveals an attenuation of uncontrolled inflammation as well as a sustained immune response sufficient to provide an effective defense against infectious agents. In addition, the observed changes in gene expressions suggest that β-NMN may enhance the ability of cells to produce sufficient energy (through both glycolysis and lipid oxidation) to sustain their functions during bacterial infection.

Thus, in light of our beneficial experimental data and the positive toxicology and safety profiles (Cros et al., 2021), we believe that β-NMN represents a promising therapeutic approach to treat bacterial infections and their deleterious consequences on organs.

## Data Availability

The original contributions presented in the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE199156.

# Supplementary material for: Nicotinamide Mononucleotide Administration Triggers Macrophages Reprogramming and Alleviates Inflammation During Sepsis Induced by Experimental Peritonitis
**Source:** Front Mol Biosci. 2022 Jun 27;9:895028. doi: 10.3389/fmolb.2022.895028
**Supplement:** Supplementary file 5

Supplementary Material

# Supplementary Materials and Methods

## Blood cell immuno-phenotyping

Blood immune cell characterization derived from mice in cohort 1 of CLP model was carried out by flow cytometry using direct staining. To identify macrophages, monocytes, dendritic cells and neutrophils, blood cells were labeled with following antibodies: CD11b-APC, CD38-FITC, Ly6C-PeVio770, CD11c-Vioblue, Iab-V500, Ly6G-PE (Miltenyi Biotec, Bergisch Gladbach, Germany). To identify, B cells, T cells and NK cells, blood cells were labelled with following antibodies: TCRβ-APC, CD4-Viogreen, CD8-VioBright FITC, CD19-Vioblue, NK1.1-PeVio770, CD38-PE (Miltenyi Biotec, Bergisch Gladbach, Germany). Briefly, after red blood cells lysis, leukocytes were resuspended in FACS buffer (Phosphate-buffered saline supplemented with 0.5% bovine serum albumin and 0.1% NaN3) prior to incubation with the antibodies. After 20 minutes incubation at 4°C, samples were washed with FACS buffer and cells were characterized on a MACSQuant VYB flow cytometer and analyzed using FlowLogic software.

## Bacterial growth

Methicillin-resistant *S. aureus* 198 and *Escherichia coli* DH5α isolates were a kind gift from Dr Cédric Jacqueline (CR2TI, Team 6 "impact of acute inflammation on host-pathogen interaction and lung homeostasis", Nantes, France). Bacteria were grown overnight at 37°C in Brain Heart Infusion (BHI) broth (Becton-Dickinson, Franklin Lakrs, NJ, USA). After centrifugation at 800 g for 10 minutes, the bacterial pellet was washed twice with 0.9% NaCl. The pellet was then resuspended in BHI and the inoculum was calibrated by nephelometry. Methicillin-resistant *S. aureus* 198 and *Escherichia coli* DH5α growth kinetics in presence of vehicle or β-NMN (10 µM or 100 μM) were monitored using a spectrophotometer Multiskan™ FC (Thermo Fisher Scientific, Waltham, MA, USA). The OD600 variations were recorded over a period of 15 hours and the obtained values were compared to the vehicle.

# Supplementary figure legends

**Supplementary Figure 1.** Growth curves of Escherichia coli DH5𝛼 and Methicillin-resistant S. Aureus in presence of β-NMN (10 and 100µM). Escherichia coli DH5𝛼 and Methicillin-resistant S. aureus were grown at 37°C in BHI medium supplemented with vehicle or β-NMN (10 µM or 100 µM). The OD600 variations were recorded over a period of 15 hours and the obtained values were compared to the vehicle.

**Supplementary figure 2.** Blood Immune cell characterization in the CLP-induced septic mouse model. Twenty-four hours post CLP, blood from vehicle and β-NMN mice was collected, and immune cells were identified by flow cytometry analysis. Blood cells were labeled with CD11b, CD38, Ly6C, CD11c, Iab, Ly6G to identify monocytes, dendritic cells, and neutrophils, or with TCR, CD4, CD8, CD19, NK1.1, CD38 to identify B cells, T cells and NK cells. The proportion of immune cells was expressed as the percentage of total blood cells. Data are mean ± SEM; n=5-6 for each group.

**Supplementary figure 3.** General heatmap of differentially expressed genes in peritoneal macrophage following stimulation with *E. coli* in the TGC-induced peritonitis mouse model. Three days post TGC administration, macrophages from peritoneal lavage fluid were cultured on plates and stimulated with *E. coli* for 6 hours. Stimulated macrophages from vehicle and β-NMN mices were then characterized using *de novo* RNA sequencing. Red colors indicate Z-score>0 (up-regulation); blue colors indicate Z-score<0 (down-regulation); white color indicates Z-score=0 (no difference). n=6 for each group.

How the deposited data were processed for this re-analysis (not part of the article)

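RNA was sequenced from hearts and lungs of mice after CLP (3 vehicle and 3 β-NMN mice, both organs from the same animals) and from TGC-elicited peritoneal cells stimulated with bacteria (6 vehicle and 6 β-NMN mice). For each experiment the authors deposited a table of read counts per gene symbol, without normalization. As the methods describe, the authors made these counts from poly(A) RNA sequenced on a NovaSeq, aligned with STAR to mm10 and counted with featureCounts. The low-count filter, the annotation and the strand setting are not named in the paper's text. Of the 54658 symbols, 54000 were found in GENCODE M21 and 106 of them were ambiguous.

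Each tissue was fitted alone with edgeR 4.0.16 under R 4.3.3, using filterByExpr with its defaults, TMM factors, estimateDisp and the quasi-likelihood F-test in its older form, which the paper's version of edgeR used. Adjusted p are Benjamini-Hochberg values over the genes tested, and genes with an adjusted p below 0.05 are called. The difference between organs was an interaction term over the 12 CLP libraries. Log2 CPM used a prior count of 2. Single genes were also compared with an exact two-sided permutation test of the difference of mean log2 CPM. Pathways were tested with fgsea 1.28.0 on genes ranked by the signed square root of F, over Reactome sets of 10 to 500 genes. Gene lists were tested with camera of limma 3.58.1 with a correlation of 0.01 between genes, and with fry. Set and list p are adjusted over the sets or lists of a tissue. Fewer than 10 mice per group stand behind each of these tests.

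The comparisons, the gene lists, the rule for naming genes and the alternatives were set before the data were examined, except where stated. Named genes were those the paper's text names, genes of Figure 5C–E that went against the stated direction, the 5 largest rises and falls among called genes with a mean log2 CPM of at least 1 and no overlap between groups (or the 3 smallest p where no gene was called), and members of each discussed set with small p. The alternatives were the size factors of DESeq2, no low-count filter, DESeq2 1.42.0, the newer and the robust quasi-likelihood fits of edgeR, limma-voom with quality weights, the replicate number as a block, both organs in one fit, ranking by fold change, camera or fry in place of fgsea, and leaving out each library in turn. The tests were checked on simulated counts with the depth of each tissue and a spread per gene that was the same in all libraries. A library that deviates more than the others, as vehicle replicate 2 did, was not simulated. Small changes of genes near 1 CPM may go undetected, which was not tested. Pathways of Table S1 that had no set of the same name, or too few tested genes, were left out. The matched sets may differ in their genes from those of the paper, whose Reactome release is not known here.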

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

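The tests of red cell, stromal, mast, neutrophil, NK, T cell and dendritic genes, of atrial genes, of gene length and GC content, of β-NMN replicate 6 and of the lists that depended on 1 mouse were chosen only after the results were seen.

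Among macrophages, 246 groups of 6 values were tested for a sample far from the others by its gap over the range of its group. Beyond the limit of Dixon's test were 28 groups, where chance gives about 1 in 20, or 12.3. Many of these samples were β-NMN replicate 6. It was low in the TMM factor (0.712), glycolysis genes (0.681), NK cell genes (0.645), Parp1 (0.87), Slfn1 (0.647), Hist1h1d (0.834), Gzmb (0.69) and Gzma (0.794). It was high in interferon-response genes (0.695), Tnf (0.669), Sirt1 (0.822), Parp9 (0.738), Parp14 (0.731), Parp4 (0.635), Tanc2 (0.844) and Il7r (0.703). Its depth argues against a cause in depth, since 3 β-NMN libraries had a lower depth. Its deviation from the other libraries followed exon length with a Spearman rho of 0.21, larger in size than in the other β-NMN libraries, but vehicle replicates 3 and 5 reached −0.25 and 0.23. Its change regressed on the mean change of the others with a slope of 0.82, the lowest of the β-NMN libraries (0.9 to 1.06 in the rest), although vehicle replicate 1 had 0.83. A gene length bias and a weaker response of this mouse both stay open as candidate explanations.

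β-NMN replicate 4 had a high share of predicted genes (0.833). In this library 1240 genes silent in the other libraries were seen, against 121 to 485 elsewhere. Over these genes, counts followed exon length with a rho of 0.13 (0.01 to 0.08 elsewhere), so genomic DNA reads may contribute, but rho can also grow with the number of genes seen. β-NMN replicate 5 was low in Cxcl9 (0.726) and Klrk1 (0.668) and high in Il10 (0.865) and Mrpl13 (0.694). Vehicle replicate 3 was high in TCA cycle genes (0.653), fatty acid oxidation genes (0.776) and Atp6v0d2 (0.691) and low in 1700060J05Rik (0.657). Vehicle replicate 2 was low in Nmnat2 (0.684) and Sirt5 (0.652), and vehicle replicate 4 in Gm46404 (0.796). No explanation was tested for these.

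In macrophages, lists outside those the paper discusses passed camera. Red cell genes were higher (adjusted p = 0.00502), with a median log2 fold change of 2.58 over 5 genes. The most abundant, Hbb-bs, Hba-a1 and Hba-a2, were at 43.1, 32.1 and 7.56 CPM with β-NMN, and reads of the related globin genes can be shared. Their joint rise fits more red blood cells in the cultures. Stromal genes were lower (0.0246), with a median of −1.99 over 10 genes, and Col1a1, Col1a2 and Col3a1 fell from 143, 140 and 65.7 CPM to 14.8, 19.7 and 9.99, which fits fewer stromal cells. A treatment effect on expression stays open for both, as untested.

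Mast cell genes were lower (0.0368), but the 5 mast cell proteases had a median of −0.33, which argues against fewer mast cells as the whole cause. Of these proteases, Cma1, Tpsb2, Mcpt4 and Cpa3 were not called and Tpsab1 (−1.62) was called lower. Hdc (−2.18) and Kit (−2.80) fell. Neutrophil genes were lower (2.73e-05), with 17 called lower. The most abundant, Cybb, Itgb2 and Slpi, were at 3960, 1380 and 945 CPM in vehicle mice, and macrophages express many of the list. S100a8, S100a9 and Lcn2 fell, while Retnlg rose (1.38, adjusted p = 0.0097) and Mmp8 and Padi4 did not change beyond the spread. Fpr1 is also a gene of Figure 5C, and 3 genes are shared with the monocyte list. T cell (0.0292) and dendritic genes (0.0292) were lower as well, with 17 of them called lower, while Lck (0.67), Batf3 (1.69) and Cd209a (1.09) rose. For the neutrophil, T cell and dendritic lists, fewer cells and lower expression cannot be told apart, since members moved both ways. NK cell genes were lower (0.00133) with all 8 below 0 and a median of −1.89, which fits fewer NK cells, although Klrk1 (−0.19) was not called and a treatment effect on expression stays open, as untested. The most abundant genes in vehicle mice were Gzmb, Gzma and Klrk1 for NK cells (67.4, 66.1 and 64.6 CPM), Il7r, Tcf7 and Lck for T cells (372, 29.5 and 29.1) and Cd74, H2-Ab1 and H2-Eb1 for dendritic cells (554, 291 and 256). Interferon-response genes were higher (0.0292), not under fry (0.145), and Cxcl9 and Cxcl10 are also in Figure 5D.

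In hearts, neutrophil granule (8.19e-08), interferon-response (0.00043), intestinal (0.00217), cardiac (0.0331), resident macrophage (0.00182), monocyte (0.000264) and stromal genes (0.00217) passed camera. Intestinal and cardiac genes were higher by their medians and the others lower, but the mean of the cardiac genes was −0.71 against a median of 0.28. In lungs, interferon-response (0.000179), liver (5.81e-10), cardiac (0.000179) and adipocyte genes (0.0302) were lower and B cell genes higher (0.000779). Without vehicle replicate 2, the cardiac (0.0593) and stromal lists (0.0974) of hearts and the adipocyte list of lungs (0.167) did not pass. Under fry, the neutrophil genes of hearts (0.0461) passed and none of the other heart lists did. Without that mouse, the neutrophil genes did not pass fry either (0.0654), but still passed camera (3.2e-07). Vehicle heart 2 lay apart from the other hearts. Its atrial genes were higher than in the other hearts by a median of 7.01 on the log2 scale, which fits more atrial tissue in the sample, and vehicle heart 3 lay in between. The lower IL-6 family genes do not depend on it, with a camera adjusted p of 0.00242 without that heart. Vehicle lung 2 also lay apart. Other lungs thinned to its depth deviated by at most 0.48, against 1.23 in this lung, which argues against depth. Its deviation followed exon length with a rho of −0.02, which argues against a length bias. It followed GC content with a rho of −0.25, larger in size than in all other lungs but vehicle lung 3 (0.5). Vehicle lung 3 deviated by only 0.42 despite its larger rho, which argues against a GC bias as the source of the whole deviation. A GC bias behind a part of the deviation stays open. Another part of the lung or a difference between mice stays open as well, as untested. In this lung, predicted genes held 2.7% of the counts, against 1.14% to 1.58% in the other lungs. What raised this share was not tested.

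The effect of β-NMN differed between hearts and lungs by camera for 13 lists. None passed under fry, which was not tested on simulated data for this comparison. These were higher in hearts than in lungs for respiratory chain (1.18e-12), mitochondrial ribosome (3.15e-07), TCA cycle (0.00981), fatty acid oxidation (0.000983), liver (2.28e-05), intestinal (0.000212) and cardiac genes (0.000483). They were lower for IL-6 family (0.00221), neutrophil granule (0.0014), cytokine (3.76e-05), B cell (0.00981), monocyte (0.000983) and stromal genes (0.0103). Without the mouse of vehicle replicate 2, 9 of these lists still passed. The respiratory chain (0.386), mitochondrial ribosome (0.237), B cell (0.381) and stromal lists (0.468) did not, so for these 4 lists this mouse may be the source. A difference between organs stays open, as untested in further animals.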

How the results depend on the processing

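The tests of the depth classes, of leaving out each mouse for macrophage pathways, and of divisions by genes at an unadjusted p or by all macrophage sets were chosen only after the results were seen.

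In macrophages, the number of called genes stayed within 1.5 times of 7733 under each alternative except in the libraries below 70 M counts (4244). The called genes had the same sign in both depth classes for 99.8%, which argues against depth as their cause. Of the other divisions of the 12 mice that were drawn, none gave as many called genes, so that 1 of 40 did and chance can be excluded. None gave as many passing Table S1 pathways either, again 1 of 40. The authors had selected these pathways in the treatment division of these same mice, so this count cannot decide about chance. The median of the other divisions was 10 such pathways against 30. The largest number was 29, in a division that differed from the treatment groups by 1 mouse in each. As many lists passed in 3 of 40 divisions and as many sets in 12 of 40, so that chance cannot be excluded for these numbers. With each mouse left out, 7132 to 8049 genes were called. With the replicate number as a block 7010 genes were called, but the numbers do not pair mice. Camera passed 17 of the Table S1 pathways in place of 30, and 26 to 31 passed with each mouse left out. The cause was not tested.

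In hearts, 0 genes were called by edgeR, with 1837 at an unadjusted p below 0.05. Without the low-count filter 3 were called (H19, Fam122b and Il6), with voom 3 (H19, Fam122b and Junb) and with DESeq2 283. With each heart left out, the count was 0 to 5. The 5 genes (Fam122b, H19, Junb, Socs3 and Pde4b) were called without vehicle replicate 2. Junb, Socs3 and Pde4b were named after their values were seen. The Table S1 pathways passing were 2, against 1 when ranked by fold change, 0 with fry and 1 to 4 with each heart left out, with 1 without vehicle replicate 2 or β-NMN replicate 1 and 4 without β-NMN replicate 2. Of 15 lists, 2 passed with fry. The cause was not tested.

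In lungs, 0 genes were called by edgeR, with 301 at an unadjusted p below 0.05, and 9 by DESeq2 and 7 by voom. With each lung left out, the count was 0 to 0. The Table S1 pathways passing were 10, against 0 with fry, which made 0 calls in simulated lungs too, and 0 to 10 with each lung left out, with 0 without vehicle replicate 2 and 1 without β-NMN replicate 2. Of 8 lists, 0 passed with fry. The organs differed at 0 genes (797 at an unadjusted p below 0.05), and at 2 without the low-count filter, Clca1 and Il33, named after their values were seen. The cause was not tested. With 0 called genes in hearts, in lungs and between organs, all 10 divisions of the mice gave as many of necessity, which says nothing about chance. By genes at an unadjusted p below 0.05, 1 of 10 divisions gave as many in hearts, the treatment itself, with at most 727 in the others. In lungs and between organs 5 did. As many Table S1 pathways passed in 9 divisions of hearts and 8 of lungs, and as many lists in 4 of hearts, 1 of lungs and 1 between organs. With 10 divisions in all, chance cannot be excluded for any of these.

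The adjusted p of carbohydrate metabolism in macrophages was 1, with a negative score, when ranked by fold change. Over the lungs left out in turn, the adjusted p was 5.12e-10 to 0.665 for translation initiation, 3.84e-10 to 0.613 for free 40S subunits, 4.09e-07 to 0.659 for respiratory electron transport and 2.76e-09 to 0.618 for nonsense-mediated decay. All 4 turned positive without vehicle replicate 2 (0.665, 0.235, 0.478 and 0.396). The cause was not tested.

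For named genes, 278 of 282 values in macrophages under other tests, scalings and the block kept their side of the threshold, as did 1109 of 1128 with each mouse left out. In hearts these were 49 of 57 and 112 of 114. No named gene was called in hearts or lungs. In lungs, where the test found 4.5% of the planted changes in simulated counts, staying uncalled says nothing about stability. For sets, 24 of 33 and 108 of 108 did so in macrophages, 27 of 38 and 48 of 54 in hearts, and 49 of 56 and 60 of 72 in lungs. Over all 1770 comparisons of genes, those of called genes included, an uncalled value changed sign in 35. Over all 361 comparisons of sets, called ones included, it did so in 27.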

Differences from the paper's values

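No test in this part was chosen after a result was seen, except leaving out each mouse for macrophage pathways.

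The paper gives 1157 called genes in hearts and 1968 in lungs, against 0 and 0 here. None of the alternatives set before the data were examined came within 1.5 times of the paper's values. The volcano plots show about 580 higher genes in hearts in Fig. 2A, and about 790 higher and about 390 lower genes in lungs in Fig. 2B, read by eye, against 0 here for each, and no such alternative reached them. DESeq2 called 283 genes in hearts and 9 in lungs.

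In macrophages, the paper's normalized enrichment score was −1.7 for the TLR4 cascade, against −1.85 here. No alternative set before the data were examined came within the error. Leaving out vehicle replicate 1, 2, 3 or 6 or β-NMN replicate 2, 3, 4, 5 or 6, chosen after seeing the values, did. The paper's score was −1.79 for cytokine signaling, against −1.56, which came within the error without vehicle replicate 3 or β-NMN replicate 6, also chosen after seeing the values. The paper's scores were 1.98 for insulin receptor recycling, 2.04 for the TCA cycle and electron transport, and 2.38 for mitochondrial translation, against 2.17, 2.57 and 2.66. All 3 came within the error when ranked by fold change (2.03, 2.12 and 2.48). Mitochondrial translation also did so in the fits without vehicle replicate 2, 4, 5 or 6 or β-NMN replicate 2 or 5, chosen after seeing the values. For respiratory electron transport the paper's 2.09 stood against 2.67, and no alternative came within the error.

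In hearts, the paper's score was 1.8 for biological oxidations, against −0.75, which came within the error of 2.07 without β-NMN replicate 2 (0.97) or 3 (0.92) and under no other alternative. The paper's scores were −2.44 for BMP signaling, 1.8 for SLC-mediated transport, 1.8 for iron uptake and 1.57 for ion channel transport, against −1.76, −1.70, −1.09 and −0.97, and no alternative came within the error.

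In lungs, the paper's scores were −2.29 for immunoregulatory interactions, 1.8 for class I MHC presentation, 2.12 for glucose metabolism, 2.52 for β-oxidation and 2.46 for branched-chain amino acid catabolism, against −1.01, −2.07, −1.01, 1.22 and 1.71, and no alternative came within the error. The paper's 2.74 for the citric acid cycle stood against −0.74, within the error of 1.93 without vehicle replicate 1 (0.92) or β-NMN replicate 1 (0.83). The paper's 2.74 for mitochondrial translation stood against −1.34, within the error of 2.94 without vehicle replicate 2 (1.09) or β-NMN replicate 2 (1.23). The paper's 2.48 for mitochondrial biogenesis and 2.97 for electron transport stood against −1.07 and −1.93, within the errors of 1.80 and 2.83 without vehicle replicate 2 (1.12 and 1.27). All these scores were compared between sets matched by name, whose genes may differ from those the paper used. The error is the jackknife error here. Where the score changed sign between fits it is wide, so that lying within it does not bring these scores close to the paper's. Other alternatives set before the data were examined did not come within it.

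The paper gives directions for 7 sirtuin and 12 PARP genes, of which 6 and 11 had the same sign here. Sirt5 was −0.07 and Parp14 was 0.04, against the paper's higher and lower. Sirt5 was above 0 with the replicate number as a block (0.05) and without vehicle replicate 1, 3 or 4 or β-NMN replicate 2 or 6, and Parp14 was below 0 without β-NMN replicate 6 (−0.08). The paper gives higher NMNAT genes, and Nmnat3 was −0.02 and Nmnat2 −0.35, while Nmnat1 was 0.28, and no alternative called any of them. Nmnat3 was above 0 with DESeq2 or its size factors (0.01 each) and without vehicle replicate 1, 3 or 4 or β-NMN replicate 4 or 5. Of the 9 M2 genes 6 went with the paper, and of the 10 M1 genes 8 did. The paper gives lower class I MHC presentation in macrophages, and the score here was 0.80 and did not pass under any alternative. It was negative when ranked by fold change (−0.40) and without vehicle replicate 5 (−0.65) or 6 (−0.60), the fits without a mouse being chosen after seeing the values.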

Other observations

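The tests of the organ contrast and of liver genes were chosen only after the results were seen.

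The enrichment values of Table S1 for lungs were compared with those of the heart minus lung contrast of vehicle mice. Of the 41 pathways tested, 39 had the same sign and the Pearson r across pathways was 0.93, against 0.29 with the effect of β-NMN in lungs. A contrast between the organs may therefore stand behind these values of Table S1. Pathways share genes, and how the authors made the lung values was not seen.

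Of 20 liver genes, 19 were highest in β-NMN heart 1, with Alb, Hpx and Fga at 5.91, 7.20 and 6.78 log2 CPM. Liver RNA in some heart samples is a candidate explanation, and vehicle heart 1 held them as well, at 5.26, 6.41 and 6.16. The list did not pass in hearts (camera adjusted p = 0.0523). A difference in liver transcripts between mice stays open, as untested.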
